# Identification of ceRNA Regulatory Networks Driven by the lncRNA NEAT1 in Multiple Myeloma

**DOI:** 10.1111/jcmm.71123

**Published:** 2026-04-02

**Authors:** Domenica Ronchetti, Valentina Traini, Ilaria Silvestris, Giuseppina Fabbiano, Andrea Devecchi, Federica Torricelli, Noemi Puccio, Ilaria Craparotta, Marco Bolis, Roberto Piva, Antonino Neri, Luca Agnelli, Francesco Passamonti, Niccolò Bolli, Elisa Taiana

**Keywords:** ceRNA network, multiple myeloma, NEAT1

## Abstract

The lncRNA NEAT1 is overexpressed in multiple myeloma (MM) plasma cells and plays a key role in MM pathogenesis. NEAT1 is involved in ceRNA network in several cancers; however, data in MM are virtually absent. This study identified a NEAT1‐driven ceRNA network involving 96 miRNAs and 40 target genes, selected as concurrently downregulated in NEAT1‐KD AMO1 cells and upregulated in NEAT1‐overexpressing AMO1 cells (AMO1‐OVX). The co‐expression of NEAT1 and the targets was validated in MM patients (GSE116294, GSE13591, GSE6477, CoMMpass), and in NEAT1‐KD NCI‐H929, LP1, and KMS27 cell lines, showing for all targets a consistent downregulation, resembling that of NEAT1. The functional implication of the ceRNA network was explored by functional enrichment analyses of the 40 targets, identifying 78 significant gene sets, 17 of which were found significantly enriched by GSEA analysis in at least one experimental condition among NEAT1‐KD LP1, NCI‐H929, and KMS27 cells, AMO1‐OVX cells, or the extreme quartiles of NEAT1 expression in the CoMMpass dataset. Noteworthy, the cell cycle gene set was validated in 5 out of 6 conditions tested, suggesting that in MM the impact of NEAT1 upregulation on the cell cycle, experimentally demonstrated in our earlier publications, may be attributable, at least partially, to ceRNA mechanisms.

## 1 Introduction

Multiple myeloma (MM) is a malignancy of bone marrow plasma cells (PCs) with a different clinical course and characterised by a highly heterogeneous genetic background with both structural chromosomal alterations and specific gene mutations [1].

Long non‐coding RNAs (lncRNAs) form a group of non‐protein coding RNAs longer than 200 nucleotides, representing more than half of the mammalian non‐coding transcriptome [2]. LncRNAs are involved in many biological processes, such as cell proliferation, apoptosis, cellular differentiation, tumorigenesis and metastasis [2, 3]. LncRNAs act as essential components of complex gene regulatory network by modulating gene expression at the transcriptional, post‐transcriptional, and epigenetic levels [4]. In addition, lncRNAs play a key role in the regulation of gene expression together with microRNAs (miRNAs), which are small non‐coding RNAs of 19–25 nucleotides in length that can guide the post‐transcriptional repression of protein‐coding genes by binding to miRNA response elements (MREs) in the untranslated regions or the coding sequence of target genes [5]. Indeed, different RNA molecules harbouring MREs can compete for a common pool of miRNAs, thus acting as competing endogenous RNAs (ceRNAs), and this miRNA‐mediated circuits among transcripts can involve coding as well as noncoding transcripts, even lncRNAs [6]. It is now wide recognised that ceRNA network occurs widely in cellular processes, and that its perturbation will unsettle the transcriptomic equilibrium, potentially contributing to the development of pathological condition, including cancer [7]. In MM distinct lncRNAs transcriptional signatures distinguish MM PCs from their normal counterparts [8]. Among the differentially and most expressed lncRNAs, we identified the nuclear paraspeckle assembly transcript 1 (NEAT1) [9], already reported to be over‐expressed in many types of solid tumours, raising the hypothesis that it may play a critical oncogenic activity and facilitate tumorigenesis [10]. Accordingly, we previously demonstrated that NEAT1 silencing negatively regulates proliferation and viability of MM cells, both in vitro and in vivo [11]. NEAT1 represents the core structural component of the nuclear paraspeckles (PSs), which are lncRNA‐directed membraneless organelles involved in many different biological processes, including gene expression. Indeed NEAT1 regulates transcription and pre‐mRNA splicing events and holds nuclear mRNA for editing [12]. In MM, aberrant NEAT1 expression has been proven to be crucial for PCs survival under stressful conditions such as serum starvation and hypoxia. This effect is mediated through its regulation of PSs function, which supports the maintenance of DNA integrity [13]. In addition to its role within PS, a broad involvement of NEAT1 in different ceRNA mechanisms has been described in several different tumours [14]; nevertheless, data regarding NEAT1‐dependent ceRNA circuits in MM are very few and focused on specific NEAT1/miRNA/transcript axes [15, 16, 17, 18]. However, the possibility that a single transcript can be targeted by multiple different miRNAs, and that a single miRNA can regulate numerous transcripts, suggests that NEAT1 may affect pervasively post‐transcriptional regulation through broad, interconnected networks, rather than through isolated ceRNA pair interactions. These considerations open an interesting scenario on how NEAT1 overexpression in MM might broadly influence the expression of genes involved in tumour development and progression.

By analysing gene expression data from human MM cell lines (HMCLs) and large MM patient cohorts, this study revealed a novel NEAT1‐driven ceRNA network that may play a role in the pathogenesis of MM.

## 2 Materials and Methods

### 2.1 Multiple Myeloma Cell Lines

AMO1, NCI‐H929, and LP1 were purchased from DSMZ. Engineered AMO1^SAM^ gSCR and AMO1^SAM^ gN#8 (AMO1‐OVX) cell lines were obtained as previously described [13]. Details are reported in the Supporting Information.

### 2.2 Multi‐Omics Data in CoMMpass Study

Multi‐omics data about bone marrow MM samples at baseline were publicly accessible from MMRF CoMMpass Study (https://research.themmrf.org/) and retrieved from the Interim Analysis 20 (MMRF_CoMMpass_IA20, accessed on 19 January 2023). Details are reported in the Supporting Information.

### 2.3 RNA‐Sequencing

Libraries with optimal quality and quantity criteria were run on NextSeq 500 sequencer (Illumina). For gene expression analysis, we applied the voom/limma pipeline. Details are reported in the Supporting Information.

### 2.4 Survival Analysis

Survival analyses were performed using survival and survminer packages in R Bio‐conductor (version 4.1.2). The median cut‐point value was used to stratify MM cases of CoMMpass cohort into high and low target expression groups.

### 2.5 Statistical Analysis

Wilcoxon rank‐sum and Kruskal‐Wallis tests were applied to assess differential expression patterns between groups. Dunn's test was used for pairwise comparisons.

### 2.6 Enrichment Analysis

Gene set enrichment analysis (GSEA) was performed on the pre‐ranked differentially expressed protein‐coding genes based on the fold change, using Kegg, Reactome or Hallmark collections (v2024.1.Hs), by setting 15–500 gene set dimensions and performing 1000 permutations on samples (CoMMpass database) or gene sets (HMCLs), respectively. The Search Tool for the Retrieval of Interacting Genes (STRING) online tool (http://string‐db.org/) was applied to analyse the protein–protein interaction (PPI) of targets in the ceRNA network with the threshold of combined score > 0.40.

## 3 Results

### 3.1 Identification of Putative ceRNA Network Driven by NEAT1

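AMO1 is a human multiple myeloma cell line. RNA from 6 AMO1 cultures was sequenced, 3 treated with the NEAT1 LNA-gapmeR g#N1_E and 3 with the scrambled g#SCR, each at 5 µM for 48 h. An LNA-gapmeR is a short antisense oligonucleotide that directs RNase H to cut the RNA it pairs with. The authors made stranded total RNA libraries, aligned paired reads of 150 bases to hg38 with STAR, counted them with featureCounts on 62703 genes of GENCODE release 43 and deposited the raw counts. The counts per library summed to between 53227560 and 66142827 (median 56549069) in the 3 libraries labelled SCR. In the 3 labelled gN1E they summed to between 28061606 and 49784737 (median 29663430). From these counts, edgeR's quasi-likelihood test with TMM normalization was run on the 22933 genes with at least 10 reads in at least 1 of the 6 libraries. All log2 fold changes are libraries labelled gN1E minus libraries labelled SCR.

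NEAT1 (ENSG00000245532.11) is a long non-coding RNA gene on chromosome 11 of hg38, from 65422774 to 65445540. Its level was 536 ± 41.3 CPM (TMM-normalized; SD, n = 3) in the libraries labelled gN1E and 85.1 ± 8.42 CPM (SD, n = 3) in those labelled SCR. The log2 fold change was 2.66 (standard error 0.074, adjusted p = 5.1e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 3 libraries labelled gN1E lay above all 3 labelled SCR (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). With each library left out in turn, the log2 fold change stayed between 2.60 and 2.74. NEAT1 therefore goes against the label, since the gapmeR is meant to lower it. The names inside the deposited tables exchange SCR with gN1E, so the labels themselves may be exchanged. The libraries are named by their labels throughout, and each direction is given together with that of NEAT1. MALAT1, the neighbouring long non-coding RNA gene, had a log2 fold change of -0.02 (standard error 0.059, adjusted p = 0.932 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).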

To identify genes transcriptionally regulated by NEAT1, we performed RNA‐sequencing (RNA‐seq) analyses on AMO1 cell line under two opposing conditions previously optimised in our laboratory: NEAT1 knock‐down (KD) using a specific LNA‐gapmeR [11] and NEAT1 overexpression (NEAT1‐OVX), achieved through the CRISPR‐Cas9 SAM gain‐of‐function approach [13].

Specifically, the comparison of RNA‐seq data from NEAT1‐KD AMO1 cells with the relative control condition (SCR^gapmer^) revealed 515 differentially expressed genes (108 upregulated, 407 downregulated, FDR < 0.05). Similarly, the analysis of NEAT1‐OVX AMO1 cells relative to their control (SCR^CAS9^) identified 1256 deregulated genes (641 upregulated, 615 downregulated, FDR < 0.05).

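Among the AMO1 libraries, 473 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 377 were higher in the libraries labelled gN1E, the direction of NEAT1, and 96 were lower. The share of calls in the direction of NEAT1 was 79.7%, and it was 51.2% (309 higher and 295 lower genes) when counts were scaled by library size only. The alternative that moved the total most was the replicate letter as a block, which gave 1394 genes (776 higher and 618 lower) and included all 473. AMO1 libraries with the same letter deviated together, a pairing that the fit with 473 genes leaves out. With the block, 55.7% of the calls had the direction of NEAT1. With 1 library left out, the total was 254 without gN1E D, 261 without SCR D and 288 without gN1E C, and the highest was 606 without SCR C.

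Apart from NEAT1, the largest rises were those of ZNF804A, GPC6, GMDS and EXOC4. ZNF804A, on chromosome 2 from 184598529 to 184939492, had 6.24 ± 0.087 CPM (SD, n = 3) in the libraries labelled SCR. Its log2 fold change was 2.57 (standard error 0.081, adjusted p = 3.35e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). GPC6 changed by 2.21 (standard error 0.11), GMDS by 1.59 (standard error 0.091) and EXOC4 by 1.58 (standard error 0.060) on the log2 scale. ZNF804A and GPC6 each carry a stretch of 13 bases, and GMDS and EXOC4 each a stretch of 12 bases, of a single NEAT1 segment of 21 bases. That segment was chosen by the fold changes of AMO1, and longer genes tend to carry longer matches. The matches of these genes are therefore not independent evidence. The largest falls were smaller and concerned genes at low levels, with log2 fold changes of -0.77 for ACTA2, -0.75 for MAPK15, -0.70 for NRSN2, -0.70 for ATP2A1 and -0.69 for DYNC2H1. ACTA2 and DYNC2H1 carry 11 bases in a row of that segment, and the other 3 carry 8 or 9. Of these 5 genes, DYNC2H1 alone stayed under 0.05 with any 1 library left out. The highest adjusted p in those fits, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, was 0.114 for ACTA2, 0.25 for MAPK15, 0.138 for NRSN2 and 0.127 for ATP2A1.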

To identify genes potentially involved in the NEAT1‐driven ceRNA network, we focused on those that were simultaneously downregulated in NEAT1‐KD and upregulated in NEAT1‐OVX AMO1 cells. 

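In the AMO1 libraries, all 40 genes listed in Table 1 were higher in the libraries labelled gN1E, in the direction of NEAT1. Of the 40, 35 had an adjusted p under 0.05 over all genes tested (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 40 did when adjusted over the list alone. The list was chosen in part on these libraries, so neither these counts nor a comparison with random lists is independent evidence. For all 40 genes, the 3 libraries labelled gN1E lay above the 3 labelled SCR, where chance separates 10% of genes in one direction or the other. The genes over the threshold were DLG3, OXCT1, CHEK1, HJURP and MYH10.

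The median log2 fold change of the 40 genes was 0.34. It ranged from 0.18 for DLG3 (standard error 0.054, adjusted p = 0.124 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) to 1.11 for CLMN (standard error 0.12, adjusted p = 7e-06 from the same edgeR test). CLMN (ENSG00000165959.12), on chromosome 14 from 95181940 to 95319908, had 14.4 ± 2.36 CPM (SD, n = 3) in the libraries labelled gN1E and 6.68 ± 0.646 CPM (SD, n = 3) in those labelled SCR. The number past the threshold was 40 with the replicate letter as a block, these 5 included, 39 with DESeq2 and 39 in the joint fit of the 18 libraries. It was 22 after each library's trend with genomic span was removed, 20 without SCR D, 20 without gN1E D, 23 without gN1E C and 6 at an adjusted p under 0.1 with a 1.5-fold change, and from 26 to 36 under the other alternatives.

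The 40 genes have a median genomic span of 169 kb, against 14.9 kb for all genes tested. Of 10000 random lists matched on mean expression and span, 0 had as high a median, and 95% of their medians lay between 0.031 and 0.095. Of the 40 genes, 30 carry at least 11 bases in a row of the NEAT1 segment, which was chosen by the fold changes of AMO1, against 18 (95% of lists from 13 to 24) in lists of like span and expression. The NEAT1-OVX libraries were not analysed here.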

Applying these criteria, we defined a list of 40 candidate mRNAs (see scheme in Figure 1A).

**FIGURE 1:**
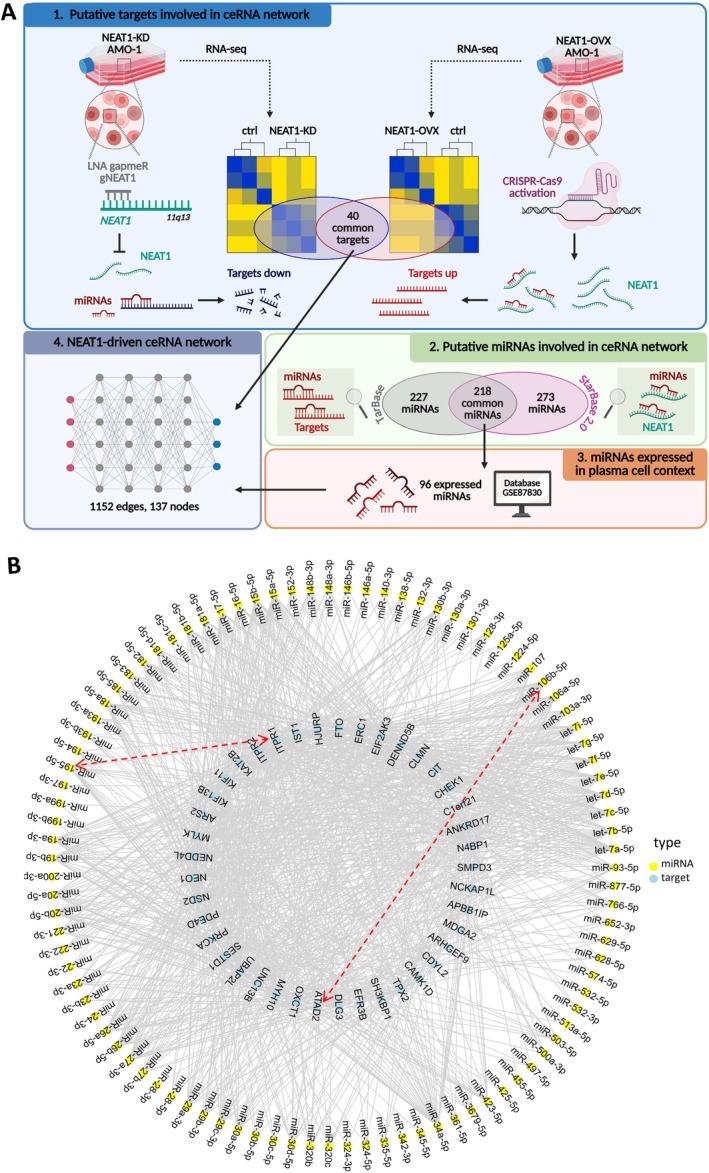
NEAT1‐driven ceRNA network. (A) Flowchart of analyses leading to the definition of NEAT1‐driven ceRNA network. (B) NEAT1‐driven ceRNA network of 96 miRNAs (yellow) and 40 targets (light blue). For better readability of the networks, NEAT1 node and edges with miRNAs are not represented. Red arrows indicate the 2 NEAT1‐driven ceRNA axes described in literature [19, 20].

Afterwards, to identify miRNAs able to target these 40 candidate mRNAs, we interrogated the TarBase database [21] that collects experimentally supported miRNA–gene interactions. This analysis revealed a list of 445 miRNAs that have been shown to target the mRNAs identified as deregulated upon NEAT1 silencing or overexpression. Concurrently, to highlight putative miRNAs involved in the ceRNA network with NEAT1, we queried the StarBase 2.0 database [22], which can provide comprehensive predictions and experimental validations of lncRNA‐miRNA interactions. This analysis identified 491 miRNAs predicted and validated to bind NEAT1. By comparing this list with the 445 miRNAs targeting the 40 candidate mRNAs, we identified 218 miRNAs able to interact with both NEAT1 and at least one of the selected mRNAs, making them reasonable candidates for involvement in a NEAT1‐driven ceRNA network.

Based on this *in silico*‐derived list, we aimed to identify miRNAs with a potential functional role in MM by examining their expression levels in the cellular context of interest, that is, normal and pathological PCs. To this end, we analysed a proprietary database including CD138+ purified PCs samples derived from 4 healthy donors, 113 MM, and 30 plasma cell leukaemia (PCL) patients, profiled onto Affymetrix GeneChip miRNA 3.0 Arrays (GSE87830). Among the 218 candidate miRNAs, 96 exhibited appreciable expression levels within the PC context (log2 > 4 in at least 10 samples). Consequently, these 96 miRNAs were identified as having the potential to target the 40 transcripts deregulated by NEAT1 KD or overexpression (Figure 1 and Table S1), thus defining a potential ceRNA network composed of 1152 edges and 137 nodes (Figure 1B).

### 3.2 Expression and Clinical Impact of the NEAT1‐Driven ceRNA Network Targets in MM

To explore the relevance of the 40 target genes identified in the NEAT1‐driven ceRNA network in MM, we investigated their expression profiles in pathological PCs compared to normal controls. For this analysis, we used a proprietary dataset generated from GeneChip Affymetrix 2.0 arrays, including CD138+ purified PCs samples derived from 4 healthy donors (N) and 50 MM patients (GSE116294) [23]. We found that 7 out of 40 target genes are significantly upregulated in MM PCs compared to normal samples (Table 1).

**TABLE 1:** Summary of the characteristics of the 40 targets in MM. Table 1.

Gene name	Gene stable ID	Gene description	Karyotype band	UP‐REGULATION in MM vs. N^a^ (GSE116294)	OS^b^	PFS^b^
CLMN	ENSG00000165959	Calmin	14q32.13	*p* = 0.0390	—	—
UBAP2L	ENSG00000143569	Ubiquitin associated protein 2 like	1q21.3	*p* = 0.0305	*p* < 0.0001	*p* = 0.0012
NEO1	ENSG00000067141	Neogenin 1	15q24.1	*p* = 0.0280	—	—
PRKCA	ENSG00000154229	Protein kinase C alpha	17q24.2	*p* = 0.0199	—	—
ARHGEF9	ENSG00000131089	Cdc42 guanine nucleotide exchange factor 9	Xq11.2	*p* = 0.0166	—	—
DLG3	ENSG00000082458	Discs large MAGUK scaffold protein 3	Xq13.1	*p* = 0.0095	*p* = 0.0032	—
UNC13B	ENSG00000198722	Unc‐13 homologue B	9p13.3	*p* = 0.0031	—	—
MYLK	ENSG00000065534	Myosin light chain kinase	3q21.1	—	*p* = 0.029	*p* = 0.016
OXCT1	ENSG00000083720	3‐oxoacid CoA‐transferase 1	5p13.1	—	*p* = 0.017	*p* = 0.0009
IST1	ENSG00000182149	IST1 factor associated with ESCRT‐III	16q22.2	—	*p* = 0.016	—
C1orf21	ENSG00000116667	Chromosome 1 open reading frame 21	1q25.3	—	*p* = 0.014	*p* = 0.0035
FTO	ENSG00000140718	FTO alpha‐ketoglutarate dependent dioxygenase	16q12.2	—	*p* = 0.013	*p* = 0.023
SESTD1	ENSG00000187231	SEC14 and spectrin domain containing 1	2q31.2	—	*p* = 0.0057	*p* = 0.03
NSD2	ENSG00000109685	Nuclear receptor binding SET domain protein 2	4p16.3	—	*p* = 0.00095	*p* = 0.011
ATAD2	ENSG00000156802	ATPase family AAA domain containing 2	8q24.13	—	*p* < 0.0001	*p* < 0.0001
CHEK1	ENSG00000149554	Checkpoint kinase 1	11q24.2	—	*p* < 0.0001	*p* < 0.0001
CIT	ENSG00000122966	Citron rho‐interacting serine/threonine kinase	12q24.23	—	*p* < 0.0001	*p* < 0.0001
HJURP	ENSG00000123485	Holliday junction recognition protein	2q37.1	—	*p* < 0.0001	*p* < 0.0001
KIF11	ENSG00000138160	Kinesin family member 11	10q23.33	—	*p* < 0.0001	*p* < 0.0001
TPX2	ENSG00000088325	TPX2 microtubule nucleation factor	20q11.21	—	*p* < 0.0001	*p* < 0.0001
APBB1IP	ENSG00000077420	Amyloid beta precursor protein binding family B member 1 interacting protein	10p12.1	—	—	*p* = 0.011
ANKRD17	ENSG00000132466	Ankyrin repeat domain 17	4q13.3	—	—	—
CAMK1D	ENSG00000183049	Calcium/calmodulin dependent protein kinase ID	10p13	—	—	—
CDYL2	ENSG00000166446	Chromodomain Y like 2	16q23.2	—	—	—
DENND5B	ENSG00000170456	DENN domain containing 5B	12p11.21	—	—	—
EFR3B	ENSG00000084710	EFR3 homologue B	2p23.3	—	—	—
EIF2AK3	ENSG00000172071	Eukaryotic translation initiation factor 2 alpha kinase 3	2p11.2	—	—	—
ERC1	ENSG00000082805	ELKS/RAB6‐interacting/CAST family member 1	12p13.33	—	—	—
ITPR1	ENSG00000150995	Inositol 1,4,5‐trisphosphate receptor type 1	3p26.1	—	—	—
ITPR2	ENSG00000123104	Inositol 1,4,5‐trisphosphate receptor type 2	12p11.23	—	—	—
KAT2B	ENSG00000114166	Lysine acetyltransferase 2B	3p24.3	—	—	—
KIF13B	ENSG00000197892	Kinesin family member 13B	8p12	—	—	—
MDGA2	ENSG00000139915	MAM domain containing glycosylphosphatidylinositol anchor 2	14q21.3	—	—	—
MYH10	ENSG00000133026	Myosin heavy chain 10	17p13.1	—	—	—
N4BP1	ENSG00000102921	NEDD4 binding protein 1	16q12.1	—	—	—
NCKAP1L	ENSG00000123338	NCK associated protein 1 like	12q13.13	—	—	—
NEDD4L	ENSG00000049759	NEDD4 like E3 ubiquitin protein ligase	18q21.31	—	—	—
PDE4D	ENSG00000113448	Phosphodiesterase 4D	5q12.1	—	—	—
SH3KBP1	ENSG00000147010	SH3 domain containing kinase binding protein 1	Xp22.12	—	—	—
SMPD3	ENSG00000103056	Sphingomyelin phosphodiesterase 3	16q22.1	—	—	—

^a^ Significant targets upregulation in plasma cells purified from MM samples compared to those from healthy donors (N) is indicated by the corresponding *p*‐value (Wilcoxon test).

^b^ The significant clinical correlation of high target expression level with overall survival (OS) or progression free survival (PFS) is indicated by the corresponding *p*‐value (Log‐rank test *p*‐value).

Moreover, to assess the clinical relevance of the 40 target genes, we analysed transcriptomic and clinical data from 753 MM patients in the publicly available Multiple Myeloma Research Foundation (MMRF) CoMMpass database. Patients were stratified into high‐ and low‐expression groups for each gene, based on the median cut‐off value across the entire cohort.

This analysis revealed that elevated expression level of 13 target genes is significantly associated with poorer clinical outcome in terms of both overall survival (OS) and progression free survival (PFS). In addition, higher expression level of IST1 or DLG3 is associated with a significantly reduced OS but not PFS; conversely, higher APBB1IP expression level impacts PFS but not OS (Table 1).

### 3.3 Validation of the ceRNA Network in HMCLs and MM Patients Datasets

To enhance confidence in the involvement of the 40 transcripts in the ceRNA network associated with NEAT1, we validated the modulation of the 40 targets upon NEAT1 silencing. Hence, we performed RNA‐seq analyses on NEAT1‐KD LP1 and NCI‐H929 cell lines, and we also analysed publicly available RNA‐seq data from NEAT1‐KD KMS27 cells (GSE178868). 

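NCI-H929 (H929 in the labels) and LP1 are human multiple myeloma cell lines, and their cultures were treated and sequenced as those of AMO1 were. Each line had 3 libraries labelled gN1E and 3 labelled SCR. The counts per library ranged from 34710995 to 54387667 (median 48902120) in the libraries labelled H929 SCR and from 52856172 to 59302536 (median 56022788) in those labelled H929 gN1E. They ranged from 56542997 to 69937229 (median 64358551) in those labelled LP1 SCR and from 44091209 to 57247024 (median 45406587) in those labelled LP1 gN1E. Each line was fitted on its own, over 23499 genes for H929 and 23165 genes for LP1. The KMS27 data were not analysed here.

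In both lines NEAT1 went against the label, as in AMO1. Under the H929 label it was 542 ± 53.2 CPM (SD, n = 3) in the gN1E libraries and 81.3 ± 4.64 CPM (SD, n = 3) in the SCR libraries. The log2 fold change was 2.74 (standard error 0.068, adjusted p = 3.11e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Under the LP1 label it was 663 ± 93.7 CPM (SD, n = 3) under gN1E and 151 ± 26.5 CPM (SD, n = 3) under SCR. The log2 fold change there was 2.14 (standard error 0.19, adjusted p = 0.0269 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 2 labels did not overlap in either line (two-sided exact permutation test, p = 0.1 in each, the smallest possible). For LP1, the adjusted p of NEAT1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.176 without SCR B, 0.111 without gN1E A, 0.0886 without gN1E B and 0.0578 without gN1E D. It was 0.00276 without SCR A and 0.0375 without SCR D, and with all 6 libraries it lay between 3.69e-26 (DESeq2) and 0.0283 under the other alternatives. MALAT1 changed by -0.294 (standard error 0.111, adjusted p = 0.227 from the same edgeR test) in the libraries labelled H929 and by -0.226 (standard error 0.058, adjusted p = 0.0553 from the same edgeR test) in those labelled LP1, on the log2 scale and against NEAT1. Its adjusted p ran from 0.0031 (without gN1E A) to 0.521 over the alternatives in H929 and from 0.000262 (with no filter) to 0.258 in LP1.

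The names of these lines carry a limit. All 23 targets whose levels are clearly apart between the lines in Fig. 2 and Figure S1 had the opposite order by label. The names inside the deposited tables also exchange H929 with LP1, as they do SCR with gN1E. The libraries labelled H929 also contain the leading immunoglobulin heavy chain V segment of AMO1, IGHV3-23, at 59.1% or more of its AMO1 mean, while it had 0 counts in each library labelled LP1.

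A total of 1286 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment among the libraries labelled H929 (870 higher and 416 lower under gN1E). Scaled by library size only, 556 were higher and 743 lower. There were 332 such genes in the libraries labelled LP1 (152 higher and 180 lower), and 229 higher and 130 lower by library size only. The LP1 count rested on single libraries, with 87 genes without SCR B and 780 without SCR D. The largest rises apart from NEAT1 were GPC6 (2.26), ZNF804A (2.08), PTPRG (1.91) and GMDS (1.88) in H929, and MAGI1 (1.05), PTPRG (0.98), MYRIP (0.87) and DCC (0.82) in LP1, as log2 fold changes. Each of these genes carries 12 or 13 bases in a row of the NEAT1 segment. The largest falls were those of FOS (-0.80), ACTA2 (-0.73), BLNK (-0.66), ADAMTS12 (-0.65) and PXDN (-0.63) in H929. In LP1 they were those of F2RL3 (-0.97), RASD2 (-0.79), IFI6 (-0.73), IFIT3 (-0.68) and RNU5A-1 (-0.64), of which RASD2, IFI6 and RNU5A-1 did not stay under the threshold with each library left out. Of these falling genes, ACTA2, ADAMTS12 and PXDN carry 11 bases in a row of the segment, and the others carry 7 to 10. The segment was chosen by the fold changes of AMO1, whose RNA the libraries labelled H929 may hold. Matches in H929 are therefore not independent evidence, and in both lines longer genes tend to carry longer matches.

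**Figure D1:**
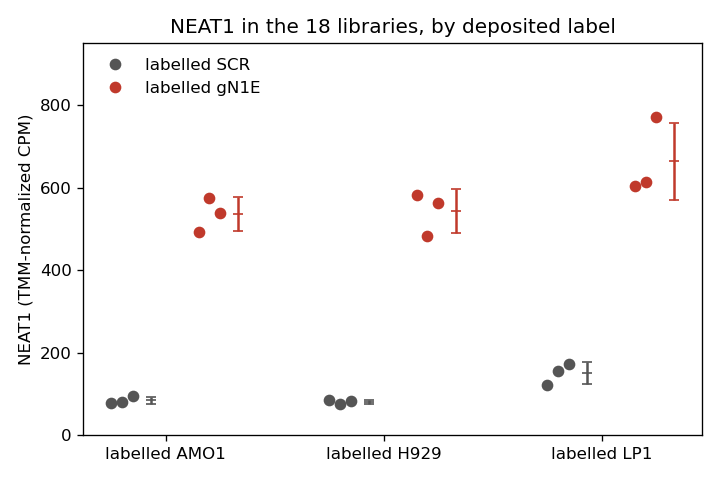
NEAT1 level in TMM-normalized CPM (vertical axis) in the 18 libraries, by labelled cell line (horizontal axis) and labelled gapmeR (grey for SCR, red for gN1E), where each point is 1 library and each bar is the mean with 1 SD of 3 libraries. In each line the 3 libraries labelled gN1E, which lie between 482 and 771 CPM, sit above the 3 labelled SCR, which lie between 75.9 and 174 CPM.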

In nearly all analysed cell lines, the 40 transcripts displayed a consistent downregulation pattern similar to that of NEAT1, with 13 genes showing statistically significant modulation in at least one cell line (Figure 2, Figure S1).

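In the libraries labelled H929, all 40 targets were higher under the gN1E label, in the direction of NEAT1, and 39 were when counts were scaled by library size only and when each library's trend with genomic span was removed, with or without the replicate block. Of all 40, 32 had an adjusted p under 0.05 over all genes tested (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 37 did when adjusted over the list alone. The libraries of the 2 labels did not overlap for 38 targets, where chance separates 10% of genes. The median log2 fold change was 0.26. Under the LP1 label, 31 of the 40 targets had the direction of NEAT1 (from 27 to 35 under the alternatives) and 15 were separated in that direction. There, 2 targets had an adjusted p under 0.05 over all genes tested in the same edgeR test and 8 did when adjusted over the list alone, with a median log2 fold change of 0.074.

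The targets past the threshold in the libraries labelled LP1 were UBAP2L, with a log2 fold change of 0.50 (standard error 0.051, adjusted p = 8.87e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and CLMN, with 0.42 (standard error 0.057, adjusted p = 0.000395 from the same edgeR test). Under the H929 label, UBAP2L changed by 0.86 (standard error 0.051) and CLMN by 1.35 (standard error 0.073). The lowest value was -0.16 for CAMK1D (standard error 0.060) in the libraries labelled LP1 and 0.041 for DLG3 (standard error 0.052) in those labelled H929. The sign of DLG3 changed with library size only (-0.0037). In a joint fit of the 18 libraries, 19 targets had a larger effect in AMO1 than in the libraries labelled LP1, and 16 a larger one in those labelled H929 than in LP1, each with an adjusted p under 0.05 for the difference itself. Between AMO1 and the libraries labelled H929, 0 of the 26436 genes passed that test, with 1771 at an unadjusted p under 0.05.

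As a set, the 40 targets moved with NEAT1 by camera with a preset correlation of 0.01, with p = 8.68e-49 over 40 genes in H929 and 5.19e-07 in LP1. The libraries labelled H929 carry the leading heavy chain V segment of AMO1, where the targets were chosen, so they are not an independent test. Under fry the p was 2.12e-06 in H929 and 0.0124 in LP1, where it ranged from 0.00485 to 0.0509 over the alternatives, the highest without gN1E D. With an estimated correlation it was 0.000201 in H929 and 0.076 in LP1, where it was 0.0481 with the replicate block and from 0.0504 to 0.154 under the other alternatives. The paper, which also used KMS27, describes the transcripts as falling much as NEAT1 did in nearly all lines. It made this comparison to strengthen confidence in their part in the ceRNA network.

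**Figure D2:**
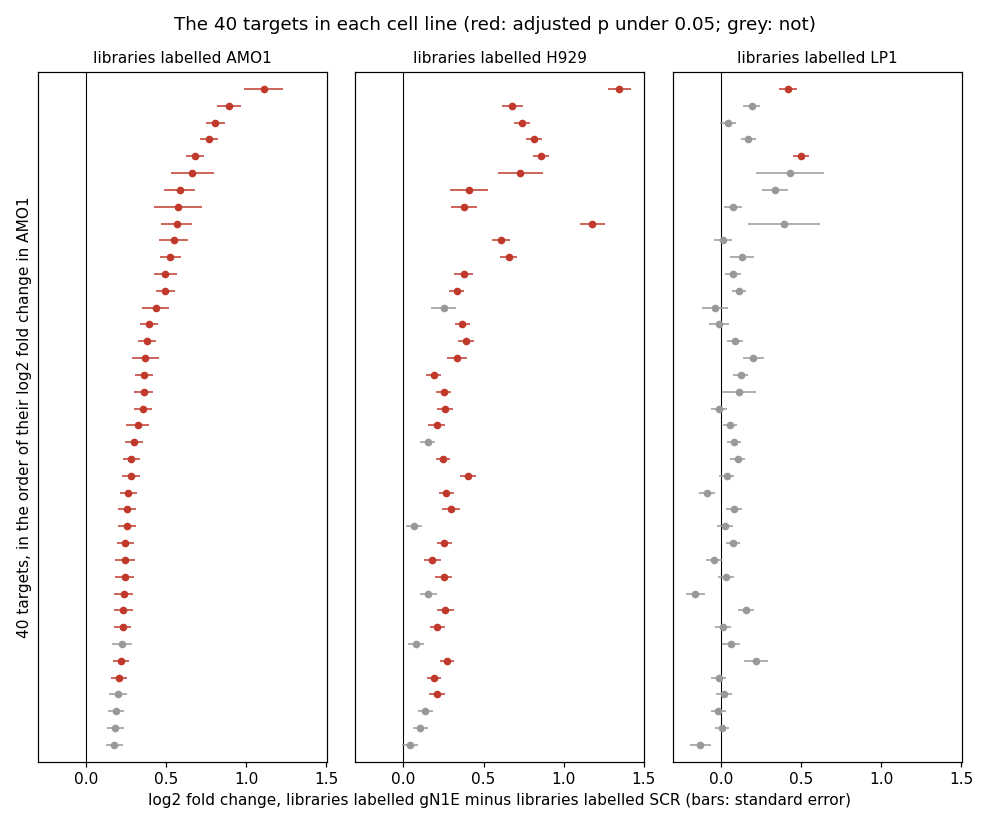
The log2 fold change (horizontal axis, libraries labelled gN1E minus libraries labelled SCR) of each of the 40 targets (vertical axis, in the order of their log2 fold change in AMO1), with 1 panel for each labelled cell line, where points are estimates from 3 and 3 libraries, bars are standard errors and red marks an adjusted p under 0.05 over all genes tested. The points lie right of 0 for all 40 targets in AMO1 and H929 (39 in H929 with library size only or with the trend with genomic span removed) and for 31 in LP1, where 2 are red.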

**FIGURE 2:**
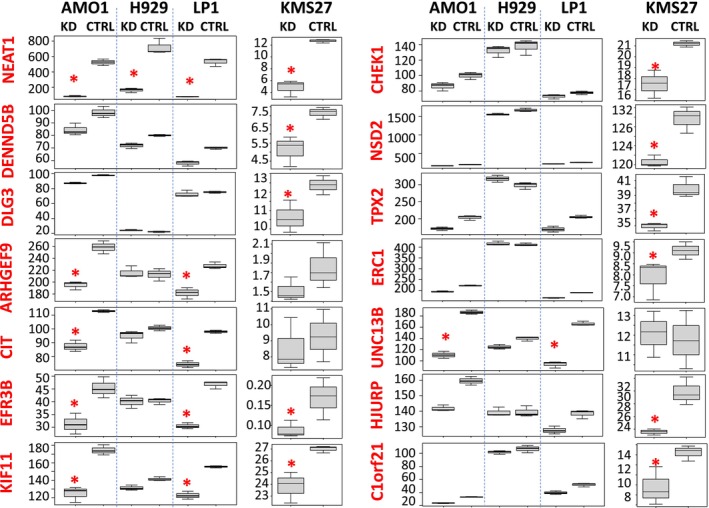
Boxplot of targets expression in NEAT1‐KD AMO1, NCI‐H929, LP1, and KMS27. Red asterisks indicate significant *p*‐value < 0.05.

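KIF11 (chromosome 10, from 92574105 to 92655395) had 178 ± 6.43 CPM under gN1E and 126 ± 8.79 CPM under SCR in the AMO1 libraries (SD, n = 3 each). Its log2 fold change was 0.50 (standard error 0.059, adjusted p = 1.85e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the libraries labelled H929 it had 159 ± 1.51 CPM under gN1E and 126 ± 5.38 CPM under SCR (SD, n = 3 each). CIT changed by 0.38 (standard error 0.057) in AMO1 and by 0.39 (standard error 0.049) in the libraries labelled H929, on the log2 scale. UNC13B, on chromosome 9 from 35161992 to 35405338, had 191 ± 3.95 CPM under gN1E and 112.0 ± 6.67 CPM under SCR in AMO1 (SD, n = 3 each), a log2 fold change of 0.77 (standard error 0.056). Under the LP1 label its log2 fold change was 0.17 (standard error 0.048, adjusted p = 0.0857 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and neither KIF11 nor CIT passed the threshold there. UNC13B did pass it in LP1 with DESeq2, with library size only and without SCR D.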

Furthermore, we evaluated the positive correlation between NEAT1 and each of the 40 candidate mRNAs using gene expression data from three publicly available MM databases. The first was our previously mentioned proprietary dataset, including 50 MM patients (GSE116294) [23]. The second database comprises data from U133A Affymetrix arrays, where probes for 35/40 mRNAs are present, and includes purified CD138+ samples obtained from 217 MM patients (GSE13591 and GSE6477) [24, 25]. Lastly, we analysed expression profiles from 774 MM patients from the CoMMpass database. Across these datasets, 13 out of 40 candidate mRNAs showed a significantly positive Spearman's correlation with NEAT1 in at least one database. Notably, EIF2AK3, KAT2B, and NSD2 consistently exhibited significant correlation in two independent datasets (Table 2).

**TABLE 2:** Spearman's correlation analyses of 40 targets and NEAT1 expression levels in 3 MM patients databases.

Ensembl ID	Gene symbol	GSE13591 + GSE6477		GSE116294		CoMMpass	
		*R*	*p*	*R*	*p*	*R*	*p*
ENSG00000172071	**EIF2AK3**	**0.224**	**0.001**	**0.405**	**0.004**	−0.013	0.726
ENSG00000116667	**C1orf21**	−0.132	0.053	**0.299**	**0.035**	0.086	0.016
ENSG00000182149	**IST1**	0.120	0.079	**0.353**	**0.012**	0.063	0.078
ENSG00000114166	**KAT2B**	**0.315**	**0.000**	0.055	0.702	**0.196**	**0.000**
ENSG00000109685	**NSD2**	**0.223**	**0.001**	0.185	0.198	**0.131**	**0.000**
ENSG00000170456	**DENND5B**	**0.139**	**0.041**	−0.285	0.045	0.015	0.681
ENSG00000082458	**DLG3**	−0.186	0.006	0.148	0.303	**0.141**	**0.000**
ENSG00000140718	**FTO**	0.055	0.420	0.137	0.341	**0.106**	**0.003**
ENSG00000139915	**MDGA2**	—	—	0.049	0.736	**0.110**	**0.002**
ENSG00000133026	**MYH10**	−0.075	0.272	0.202	0.159	**0.150**	**0.000**
ENSG00000102921	**N4BP1**	−0.011	0.877	−0.076	0.597	**0.103**	**0.004**
ENSG00000123338	**NCKAP1L**	−0.095	0.161	0.003	0.984	**0.212**	**0.000**
ENSG00000147010	**SH3KBP1**	—	—	−0.090	0.533	**0.142**	**0.000**
ENSG00000132466	ANKRD17	0.052	0.443	−0.113	0.435	0.085	0.017
ENSG00000077420	APBB1IP	−0.112	0.101	−0.069	0.632	−0.002	0.946
ENSG00000131089	ARHGEF9	0.042	0.536	0.029	0.839	0.047	0.191
ENSG00000156802	ATAD2	−0.033	0.626	−0.126	0.383	−0.044	0.218
ENSG00000183049	CAMK1D	0.091	0.181	−0.212	0.140	0.083	0.021
ENSG00000166446	CDYL2	—	—	0.279	0.050	0.038	0.286
ENSG00000149554	CHEK1	—	—	−0.001	0.995	−0.066	0.068
ENSG00000122966	CIT	−0.061	0.368	−0.332	0.019	0.033	0.363
ENSG00000165959	CLMN	−0.182	0.007	−0.276	0.052	−0.046	0.201
ENSG00000084710	EFR3B	−0.210	0.002	0.247	0.084	0.084	0.019
ENSG00000082805	ERC1	−0.007	0.919	−0.309	0.029	−0.016	0.648
ENSG00000123485	HJURP	−0.153	0.024	−0.314	0.027	−0.045	0.213
ENSG00000150995	ITPR1	−0.082	0.231	−0.073	0.614	0.031	0.397
ENSG00000123104	ITPR2	−0.087	0.201	−0.303	0.033	0.071	0.047
ENSG00000138160	KIF11	−0.218	0.001	−0.313	0.027	−0.039	0.273
ENSG00000197892	KIF13B	−0.040	0.555	−0.040	0.781	0.034	0.351
ENSG00000065534	MYLK	−0.005	0.938	0.095	0.509	−0.021	0.562
ENSG00000049759	NEDD4L	0.109	0.110	−0.042	0.773	−0.037	0.307
ENSG00000067141	NEO1	0.059	0.390	−0.238	0.097	0.004	0.905
ENSG00000083720	OXCT1	0.070	0.306	−0.286	0.045	0.092	0.010
ENSG00000113448	PDE4D	−0.108	0.113	−0.201	0.160	−0.071	0.047
ENSG00000154229	PRKCA	−0.049	0.469	−0.187	0.193	−0.078	0.030
ENSG00000187231	SESTD1	—	—	0.201	0.160	0.039	0.282
ENSG00000103056	SMPD3	−0.058	0.394	−0.276	0.053	0.048	0.178
ENSG00000088325	TPX2	−0.044	0.518	−0.331	0.019	−0.044	0.223
ENSG00000143569	UBAP2L	0.000	0.998	0.176	0.221	0.072	0.046
ENSG00000198722	UNC13B	0.056	0.412	−0.436	0.002	0.073	0.044

*Note:* Targets with significant positive correlation are marked bold blue.

### 3.4 Genes Involved in the ceRNA Network Affects Mitotic Cell Cycle and Signal Transduction Processes

To explore the functional implication of the NEAT1‐driven ceRNA network, the 40 target mRNAs were subjected to functional enrichment analyses using EnrichR (https://maayanlab.cloud/Enrichr). Our analyses revealed that these genes are significantly enriched in 84 gene sets associated with several biological processes, including cell cycle, RHO GTPase signalling, and cell signalling (Table S2). To confirm that NEAT1 modulation could effectively affect these molecular pathways, we performed GSEA analyses on differentially expressed genes from NEAT1‐KD LP1, NCI‐H929, and KMS27 cells, AMO1‐OVX cells, and across the extreme quartiles of NEAT1 expression in the CoMMpass dataset. Seventeen gene sets resulted significantly enriched (NES ≤ −1.5 or NES ≥ 1.5, *p*_adj_ < 0.05) in at least one experimental condition. Notably, all validated pathways were significantly downregulated in samples with low NEAT1 expression levels or upregulated in association with high NEAT1 expression levels. To note, gene sets related to the cell cycle, cellular senescence, and RHO GTPase Effectors were consistently validated in 5 out of 6 experimental conditions (Table 3). 

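The Reactome, KEGG and Hallmark gene sets were not used here. Published lists of S phase and G2/M phase genes were tested in their place with limma's camera (preset correlation 0.01), with Benjamini-Hochberg adjustment over 2 lists in 3 lines. In AMO1, the S phase list (43 genes) had a median log2 fold change of 0.13 in the direction of NEAT1 (adjusted p = 9.88e-15 from limma's camera), and the G2/M list (52 genes) one of 0.081 (adjusted p = 4.54e-07 from limma's camera). In the libraries labelled H929, the S phase list moved by 0.069 (43 genes, adjusted p = 6.98e-06 from limma's camera) and the G2/M list by 0.015 (54 genes, adjusted p = 0.0967 from limma's camera). The G2/M list in H929 had an adjusted p from limma's camera of 0.0292 without SCR B, 0.0178 without SCR C, 0.0061 without gN1E C and 0.025 after the trend with genomic span was removed, within a range of 0.0061 to 0.848 over the alternatives, and its median was -0.0074 without SCR A and -5e-05 without gN1E B. In the libraries labelled LP1, the S phase list (42 genes) moved with NEAT1 by 0.071 (adjusted p = 1.97e-05 from limma's camera), while the G2/M list (54 genes) moved against it by -0.062 (adjusted p = 9.6e-06 from limma's camera). With 1 library left out, the S phase median ran from 0.041 (without SCR A) to 0.103 (without gN1E C) in H929 and from 0.048 (without gN1E B) to 0.109 (without gN1E D) in LP1, and the G2/M median in LP1 from -0.082 (without gN1E A) to -0.036 (without gN1E D), each with an adjusted p under 0.05 from limma's camera. With an estimated correlation, or under fry, none of these 6 comparisons had an adjusted p under 0.05, and the smallest adjusted p from limma's functions was 0.352 and 0.202.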

Interestingly, focusing on the subnetworks including the targets enriched in these validated pathways, we identified a pool of miRNAs already known to be relevant in MM (Figure 3) [26, 27, 28].

**TABLE 3:** List of the Reactome, Kegg, and Hallmark gene sets found significantly enriched by the EnrichR analysis of the 40 targets, which are also significantly enriched in GSEA analyses of NEAT1‐KD NCI‐H929, LP1 and KMS27 cells, AMO1‐OVX cells, or in the extreme quartiles of NEAT1 expression in the CoMMpass dataset.

Pathways	AMO1 NEAT1‐KD		H929 NEAT1‐KD		LP1 NEAT1‐KD		KMS27 NEAT1‐KD		AMO1 NEAT1 OVX		CoMMpass	
	NES	FDR	NES	FDR	NES	FDR	NES	FDR	NES	FDR	NES	FDR
RHO GTPase effectors	−1.80	0.01			−1.92	0.00	−2.78	0.00	3.35	0.00	2.19	0.02
Cell cycle	−2.15	0.01			−1.91	0.00	−2.20	0.00	2.78	0.00	2.05	0.03
Cellular senescence	−1.66	0.03			−2.16	0.00	−2.06	0.01	3.34	0.00	2.06	0.02
VEGFR2 mediated cell proliferation	−1.96	0.03			−1.92	0.03						
Opioid signalling	−2.14	0.01			−2.14	0.00						
DAG and IP3 signalling	−1.91	0.02			−1.96	0.01						
Tight junction	−1.88	0.03			−1.73	0.04						
Regulation of actin cytoskeleton	−1.71	0.03			−1.59	0.05						
Mitotic spindle	−1.99	0.00			−1.55	0.01			2.36	0.00	2.46	0.00
E2F targets	−2.40	0.00			−2.13	0.00			2.08	0.01		
Haemostasis									2.01	0.00	1.71	0.10
Signalling by VEGF											1.82	0.06
Transmission across chemical synapses					−1.55	0.04						
Vascular smooth muscle contraction					−1.70	0.05						
Calcium signalling pathway					−1.72	0.04						
Axon guidance					−1.74	0.04					2.03	0.03
Signalling by receptor tyrosine kinases											1.87	0.05

Abbreviations: FDR = false discovery rate, NES = normalised enriched score.

**FIGURE 3:**
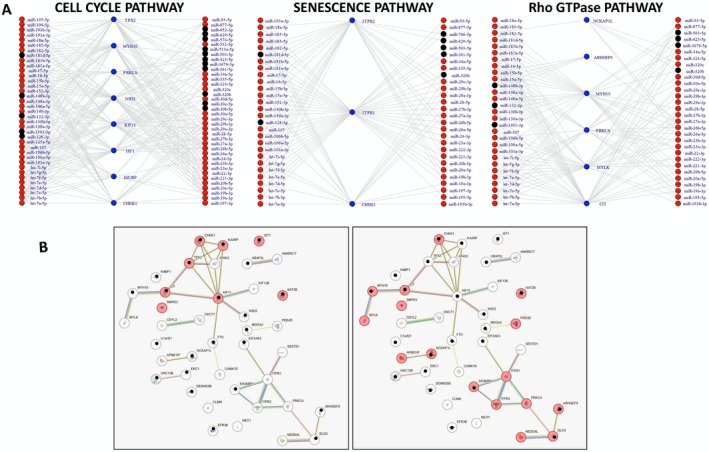
NEAT1‐driven ceRNA network affecting specific biological pathways. (A) ceRNA network involving targets enriched in the mitotic cell cycle pathway includes 84 nodes and 311 edges, in the senescence pathway includes 60 nodes and 154 edges, in the Rho GTPase pathway includes 66 nodes and 190 edges. For better readability of the networks, NEAT1 node and edges with miRNAs are not represented. Red bullets indicate miRNA relevant in MM reported in literature. (B) PPI network generated by STRING tool; pink coloured balls highlight proteins involved in cell cycle (left) and signal transduction (right). Black point in the balls indicates that the target has been validated in our analyses.

To gain further insight into the functional impact of NEAT1‐mediated regulatory circuits, the STRING tool was applied to analyse the protein–protein interactions (PPI) among the 40 targets. The analysis identified a significant PPI network including 40 nodes and 33 edges (enrichment *p*‐value = 3.33e‐08), indicating that the proteins are at least partially biologically connected as a group. Interestingly, functional enrichment analysis of this network indicated significant overrepresentation of proteins involved in the cell cycle and signal transduction pathways (FDR = 0.0077 and FDR = 0.022, respectively; Figure 3).

Notably, most of the targets enriched in the cell cycle and Rho GTPase signalling pathways are among those validated across our previous analyses (Figure 3, Table 2).

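PRKCA (chromosome 17, from 66302613 to 66810743) had 44.5 ± 2.14 CPM under gN1E and 30.9 ± 0.377 CPM under SCR in the AMO1 libraries (SD, n = 3 each). Its log2 fold change was 0.53 (standard error 0.067, adjusted p = 4.37e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in AMO1 and 0.66 (standard error 0.052, adjusted p = 3.45e-10 from the same edgeR test) in the libraries labelled H929. TPX2 changed by 0.27 on the log2 scale in the libraries labelled H929 (standard error 0.048, adjusted p = 0.00053 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In AMO1, TPX2 and IST1 had adjusted p-values of 0.00732 and 0.0206 from that edgeR test, which rose to as much as 0.0909 and 0.151 with 1 library left out. HJURP did not pass the threshold in AMO1 (adjusted p = 0.0831 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) or in the libraries labelled H929 (adjusted p = 0.209 from the same edgeR test), and neither did CHEK1. With the replicate letter as a block, both passed it in AMO1. Over all alternatives, their adjusted p there ranged from 0.00178 to 0.313 for HJURP and from 0.00218 to 0.377 for CHEK1. None of PRKCA, TPX2, IST1, CHEK1 and HJURP passed it in the libraries labelled LP1, under any setting tried.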

Finally, to further validate the involvement of NEAT1‐driven ceRNA network in the cell cycle pathway, we investigated whether a subset of miRNAs included in this subnetwork could influence the expression levels of some of their specific targets involved in the cell cycle pathway (Figure 3A). Specifically, we focused on miR‐195, miR‐106a‐5p, and miR‐106b‐5p (already reported as involved in NEAT1‐driven ceRNA network [19, 20, 29, 30]) and KIF11, NSD2, PRKCA, ATAD2, and TPX2 targets. We found that the transfection of each miRNA mimic appears to negatively affect the expression levels of all targets in AMO‐1 cells. In particular, miR‐195 mimic transfection leads to a significant downregulation of all targets but PRKCA; miR‐106a‐5p significantly downregulates NSD2 and TPX2, and miR‐106b‐5p significantly downregulates TPX2 (Figure S1).

## 4 Discussion

In the last decade, NEAT1 dysregulation in MM and its role in tumorigenesis has been investigated by our and other groups [11, 13, 31, 32, 33]. This study explores the involvement of NEAT1 in post‐transcriptional regulation through ceRNA network mechanisms, an area that remains largely unexplored in MM, with previous studies focusing on only a few specific NEAT1/miRNA/target transcript axes [15, 16, 17, 18]. In particular, we generated a NEAT1‐driven ceRNA network comprising 40 target transcripts and 96 miRNAs, most of which have already been demonstrated to be important in MM (Table S1).

Our analyses further revealed that 7 targets are upregulated in MM PCs compared to normal ones, and that higher expression levels of 16 targets are significantly associated with worse prognosis, suggesting their possible relevance in the pathology (Table 1). To note, among the 40 identified target genes, we found NSD2, which encodes a methyltransferase that is involved in the recurrent chromosomal translocation t(4;14). This translocation results in IgH enhancer‐driven overexpression of NSD2 in up to 20% of MM patients; the oncogenic functions of NSD2 in MM are related to its methyltransferase catalytic activity, which can drive extensive epigenomic reprogramming, contributing to disease progression [34, 35]. 

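NSD2 (ENSG00000109685.19) lies on chromosome 4 of hg38 from 1871393 to 1982207. In AMO1 it had 212 ± 6.94 CPM in the libraries labelled gN1E and 174 ± 2.26 CPM in those labelled SCR (SD, n = 3 each). The log2 fold change was 0.28 in the direction of NEAT1 (standard error 0.052, adjusted p = 0.00298 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the libraries labelled H929 it was 0.25 (standard error 0.046, adjusted p = 0.000733 from the same edgeR test), and in those labelled LP1 the gene did not pass the threshold. With the 18 libraries normalized together, the mean level was 1617 CPM in the libraries labelled LP1 and 237 CPM in those labelled H929, opposite to the order of the boxes in Fig. 2.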

Our data highlighted a significant positive correlation between NSD2 and NEAT1 expression levels (Table 2), with elevated NSD2 expression levels also being linked to worse prognosis. However, in MM patients carrying t(4;14) translocation, NSD2 displayed an abnormal spiked expression, not accompanied by a corresponding increase in NEAT1 expression, as we previously reported [36]. This observation suggests that the NEAT1/miRNAs/NSD2 ceRNA regulatory mechanism may be ineffective in this particular subset of MM patients. Conversely, this ceRNA axis could be relevant in MM patients lacking the t(4;14) translocation, where higher NSD2 expression levels remain in any case associated with worse OS but not PFS (Figure S3).

Importantly, NSD2 has been reported to promote STAT3 methylation and activation, thereby enhancing downstream STAT3 signalling activity [37]. Since STAT3 directly regulates NEAT1 transcription by modulating its promoter activity [38], these findings suggest that NEAT1 may engage in ceRNA‐driven positive‐feedback loops that ultimately reinforce its own expression. Similarly, NEAT1 may also participate in additional ceRNA‐mediated positive feedback circuits involving the targets KAT2B and CHEK1, both of which can modulate the activity of p53, a transcription factor known to directly induce NEAT1 expression [38]. In particular, full transcriptional activity of p53 requires the coactivator KAT2B [39], which enhances p53‐dependent gene expression, whereas CHEK1 can modulate p53 function either by directly contributing to its phosphorylation [40] or by activating DNA‐PK within the DNA‐damage response signalling cascade [41]. Overall, these findings reveal an additional regulatory layer controlling NEAT1 transcription in MM and broaden our understanding of how NEAT1 integrates upstream signalling pathways with the regulation of key biological processes.

The NEAT1‐driven ceRNA network was constructed through an integrated approach combining experimental data and *in silico* analyses, and our findings were corroborated with different approaches. First, we queried publicly available databases, including only those miRNA–target interactions that had been experimentally validated; indeed, recent advances in techniques enabled the high‐throughput sequencing of immunoprecipitated RNAs after crosslinking (such as CLIP‐Seq, HITS‐CLIP, and PAR‐CLIP) providing a biochemical method to identify relevant miRNA‐target interactions [21, 22, 42]. Second, we selectively focused our analysis considering only miRNAs with appreciable expression levels within the PC context, thus ensuring biological relevance. Lastly, we validated the deregulation of selected targets that showed a positive correlation with NEAT1 expression in different HMCLs and across multiple large cohorts of MM patients.

Of note, two of the NEAT1/miRNA/target axes that we found in MM have already been demonstrated in other cellular contexts (Figure 2). Specifically, in papillary thyroid cancer, the overexpressed NEAT1 can function as a ceRNA to regulate the ATPase family AAA domain‐containing 2 (ATAD2) gene expression by sponging miR‐106b‐5p [19]. The second identified axis involves NEAT1/miR‐195‐5p/ITPR1, which has been described in colorectal cancer as part of a ceRNA network associated with immune infiltration [20].

Despite the importance of single ceRNA axes, the broader ceRNA network hypothesis suggests that NEAT1 may exert widespread influence on the post‐transcriptional regulation of tumour‐related gene expression. Interestingly, functional enrichment analyses of the target genes within the NEAT1‐driven ceRNA network revealed enrichment in key oncogenic pathways, especially those related to the cell cycle and RHO GTPase signalling. In particular, the targets enriched in the cell cycle pathway are IST1, CHEK1, TPX2, HJURP, PRKCA, and the previously discussed NSD2, highlighting the potential of NEAT1 to regulate multiple pivotal genes of cell proliferation and tumour progression. These targets have all proved to be relevant in MM; specifically, PRKCA is significantly upregulated in tumour PCs compared to healthy control, whereas the remaining five genes, IST1, CHEK1, TPX2, HJURP, and NSD2, could have clinical significance, as their high expression levels are significantly associated with a worse prognosis in MM patients (Table 1). Of note, TPX2 is an allosteric regulator of AURKA, and it is essential for correctly positioning AURKA at the mitotic spindle during cell division [43]. We recently reported that the expression of TPX2 in MM is associated with NEAT1 deregulation, leading to the hypothesis that NEAT1‐mediated perturbation of TPX2, involved in the control of AURKA activity, may contribute to mitotic instability in MM cells [31].

Along with TPX2, also for Cetron Rho‐interacting serine/threonine kinase (CIT) gene, which is involved in the RHO GTPase pathway (Table S2), the overexpression in MM in association with tumorigenesis has already been described [44]. CIT is a serine/threonine kinase crucial for cytokinesis, and it is upregulated in PCs of MM patients compared with healthy controls. Functional studies have shown that CIT silencing in HMCLs induces cytokinesis failure and reduces MM cell proliferation both in vitro and in vivo [44]. In the present study, we confirmed that the expression levels of both TPX2 and CIT are positively correlated with those of NEAT1, suggesting that NEAT1 overexpression in MM could imbalance the transcriptomic equilibrium through ceRNA mechanisms, resulting in the upregulation of target genes important for neoplastic proliferation. Furthermore, our experimental data indicate that the imbalances of specific miRNAs in the ceRNA network actually reduce the expression levels of genes involved in the cell cycle pathway, including KIF11, NSD2, PRKCA, ATAD2, and TPX2. It is not surprising that the downmodulation of some targets is less than 20%, considering that the NEAT1‐driven ceRNA network is characterised by a complex regulatory architecture, in which a single transcript may be targeted by multiple distinct miRNAs, and a single miRNA can modulate the expression of several transcripts. This intricate interplay suggests that NEAT1 exerts its influence on the post‐transcriptional regulation through broad, interconnected networks, rather than through isolated ceRNA pair interactions. Such complexity inherently limits the feasibility of validating individual components or isolated interactions within the ceRNA network.

In line with this hypothesis, our previous study experimentally demonstrated that NEAT1 silencing in MM cells impairs proliferation and viability, affects the cell cycle, and promotes apoptosis in vitro, ex vivo, and in vivo [11]. Taken together, these data suggest that the NEAT1‐driven ceRNA network might represent, at least in part, the molecular mechanism underlying these biological effects in MM.

## 5 Conclusion

This study strengthens the pivotal role of NEAT1 in MM. Furthermore, our results highlight NEAT1 as a master regulator of gene expression, operating at multiple levels. At the transcriptional level, NEAT1 has been reported to bind active chromatin sites, participating in transcriptional processes [45]. Moreover, through the assembling of PSs, NEAT1 acts as a molecular sponge for RNA binding proteins and PSs proteins. Although this sequestration does not impair their intrinsic functionality, it affects their interaction with native target genes, effectively resulting in a loss of function outcome. Importantly, both NEAT1 and PSs are upregulated in MM upon specific stress‐related conditions, such as hypoxia and serum deprivation, suggesting their involvement in modulating gene expression at the post‐translational level in response to microenvironmental stimuli [12]. Finally, our identification of a NEAT1‐driven ceRNA network further expands its regulatory influence to the post‐transcriptional level, offering additional insight into how NEAT1 may orchestrate gene expression changes that contribute to MM pathogenesis.

## Author Contributions

D.R., V.T., I.S., G.F., A.D., F.T., N.P., I.C. and E.T. performed experiments and analysed the data. M.B., R.P., L.A., A.N., F.P. and N.B. provided critical evaluation of experimental data and of the manuscript. D.R. and E.T. conceived the study and wrote the manuscript.

## Funding

This work was financially supported by grants from Associazione Italiana Ricerca sul Cancro (AIRC) to ET (MFAG 2022‐ID.27606) and to AN (IG 2020‐ID.24365). N.B. is funded by the European Research Council under the European Union's Horizon 2020 research and innovation programme (grant agreement no. 817997) and by Associazione Italiana Ricerca sul Cancro (IG25739). V.T. is supported by a fellowship from the PhD programme in Experimental Medicine of the University of Milan. The work was partially funded by the Italian Ministry of Health (current research IRCCS).

## Ethics Statement

All patients' data are derived from publicly available datasets.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Appendix S1:** jcmm71123‐sup‐0001‐Supinfo.pdf.

## Data Availability

RNAseq data from NEAT1‐KD AMO1, NCI‐H929, and LP1 have been deposited in the NCBI Gene Expression Omnibus database (GEO) and are accessible under accession #GSE304590. RNAseq data from NEAT1‐OVX AMO1 have been deposited at ArrayExpress; access code: E‐MTAB‐16772.

# Supplementary material for: Identification of ceRNA Regulatory Networks Driven by the lncRNA NEAT1 in Multiple Myeloma
**Source:** J Cell Mol Med. 2026 Apr 2;30(7):e71123. doi: 10.1111/jcmm.71123
**Supplement:** Supplementary file 1 — Appendix S1: jcmm71123‐sup‐0001‐Supinfo.pdf.

## **Supplementary data**

### **Identification of ceRNA regulatory networks driven by the lncRNA NEAT1 in multiple myeloma**

#### **Authors:**

Domenica Ronchetti,<sup>1</sup> Valentina Traini,<sup>1</sup> Ilaria Silvestris,<sup>1</sup> Giuseppina Fabbiano,<sup>2</sup> Andrea Devecchi,<sup>3</sup> Federica Torricelli,<sup>4</sup> Noemi Puccio,<sup>4</sup> Ilaria Craparotta,<sup>5</sup> Marco Bolis,<sup>5,6</sup> Roberto Piva,<sup>7</sup> Antonino Neri,<sup>8</sup> Luca Agnelli,<sup>3,9</sup> Francesco Passamonti,<sup>1,2</sup> Niccolò Bolli,<sup>1,2</sup> Elisa Taiana<sup>2</sup>

<sup>8</sup>Scientific Directorate, Azienda USL-IRCCS di Reggio Emilia, Reggio Emilia, Italy;

## **Supplementary methods**

### **Multiple myeloma cell lines**

Human multiple myeloma cell lines (HMCLs) AMO1, NCI-H929, and LP1 were purchased from DSMZ, which certified authentication performed by short tandem repeat DNA typing. All these cell lines were immediately expanded and frozen upon arrival and used from the original stock within 6 months. HMCLs were cultured in RPMI-1640 medium (Gibco®, Life Technologies, Carlsbad, CA, USA) supplemented with 10% fetal bovine serum, 1% penicillin-streptomycin (Euroclone, Milan, Italy) at 37°C in 5% CO<sub>2</sub> atmosphere. All HMCLs were routinely tested to exclude Mycoplasma contamination using Lonza Mycoalert Mycoplasma Detection Kit (Euroclone, Milan, Italy).

NEAT1 knock-down (KD) at 48h was obtained by gymnosis. 

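Gymnosis is the uptake of a naked oligonucleotide from the medium without a carrier. The text of the deposited series gives 48 days for the time that the supplement and the sample labels give as 48 h.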

Cells were seeded at low plating density ( $5 \times 10^4$  /ml) and treated with the naked gapmeRs g#N1\_E [11] and the scrambled g#SCR, at the same time of the seeding at a final concentration of 5 µM.

### **RNA extraction**

Total RNA was extracted using RNeasy kit (Qiagen) according to manufacturer's instructions. The purity and concentration of total RNA was determined by the NanoDrop 1000 spectrophotometer (Thermo Fisher Scientific). The ratios of absorption (260 nm/280 nm) of all samples were between 1.8 and 2.0.

### **Multi-Omics Data in CoMMpass Study**

Multi-omics data about bone marrow MM samples at baseline (BM\_1) were publicly accessible from MMRF CoMMpass Study (<https://research.themmrf.org/>) including more than 1000 MM patients from several worldwide sites and retrieved from the Interim Analysis 20 (MMRF\_CoMMpass\_IA20, accessed on 19 January 2023). Transcript per Million (TPM) reads values of the 40 target transcripts were retrieved using Salmon gene expression quantification data (MMRF\_CoMMpass\_IA20\_salmon\_geneUnstranded\_TPM) in 767 BM\_1 MM patients. Clinical data regarding Overall Survival (OS) and Progression free Survival (PFS) were considered in 753 MM patients for which both RNA-seq expression and survival data were available.

### **RNA-sequencing**

Before library preparation, RNA concentration was evaluated through Qubit™ RNA Broad Range Assay Kit (Invitrogen, Waltham, MA, USA) while RNA quality was established on 4200 TapeStation (Agilent Technologies, Santa Clara, CA, USA) using RNA Screen tape kit (Agilent

Technologies, Santa Clara, CA, USA). According to the TruSeq Stranded Total RNA (San Diego, CA, USA) protocol, 500 ng of RNA for each sample with RIN value between 9 and 10, were used for RNA sequencing. Final libraries with optimal quality and quantity criteria, assessed by D1000 Screen tape kit (Agilent Technologies) and by Qubit® dsDNA High Sensitivity Assay Kit (Invitrogen), respectively, were run on NextSeq 500 sequencer (Illumina) using a  $2 \times 150$  high-output flow cell with 8 samples/run. Raw sequencing data underwent quality assessment using FastQC. High-quality reads were aligned to the human reference genome (hg38) using the STAR aligner (v2.7.10a). 

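A raw count is the number of read pairs assigned to a gene, without correction for library size or gene length. Each of the 18 deposited tables lists the same genes, of which 18929 have no read in any library. Libraries of one label differed by more than counting noise in every pair, with a chi-square per degree of freedom of at least 6.25, so none is a copy of another.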

Gene-level quantification was performed with featureCounts (v1.6.4) to obtain raw read counts. For gene expression analysis, we applied the voom/limma pipeline. Genes with fewer than 10 reads in more than 95% of samples were excluded to reduce background noise. 

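Applied to the 6 libraries of one line, this filter keeps genes with at least 10 reads in at least 1 library. With every gene that has a read, 36147 genes were tested in AMO1 and 808 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 52.7% of them in the direction of NEAT1. With edgeR's own filter, which asks for more reads, 20714 genes were tested and 462 were called.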

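Scaling by total counts lets a few highly expressed genes move all others, which TMM corrects for. With library size only, the median log2 fold change of genes with a mean CPM of at least 1 was -0.037 in AMO1, -0.043 in the libraries labelled H929 and 0.025 in those labelled LP1.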

Normalization was conducted using the trimmed mean of M-values (TMM) method to account for differences in library size and reduce technical variability. The data were then transformed using voom, which converts raw counts into log<sub>2</sub> counts per million (log<sub>2</sub>-CPM) and assigns precision weights to each observation. 

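With voom and limma on the deposited counts, 384 genes had an adjusted p under 0.05 in AMO1, of which 337 were higher and 47 lower in the libraries labelled gN1E, and 378 of them were also called by edgeR. The same pipeline called 998 genes in the libraries labelled H929 and 262 in those labelled LP1.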

Differential expression analysis was performed using these transformed values, and P values were adjusted for multiple comparisons using the Benjamini-Hochberg false discovery rate (FDR) method. 

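On the values of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, an adjusted p under 0.1 with at least a 1.5-fold change was met by 176 genes in AMO1, 369 in the libraries labelled H929 and 102 in those labelled LP1. Of the 40 targets, 6 met it in AMO1, 9 in H929 and 0 in LP1, where 11 targets had an unadjusted p under 0.05.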

Differential expressed genes were selected at 10% FDR adjusted p-value and 1.5 fold change cut off values.

### **miRNA-mimic transfection, reverse transcription and quantitative PCR**

AMO-1 cells seeded at 200,000 cells/mL were transfected with miRNA mimics by Neon Transfection System (Invitrogen, CA, US), with the following electroporation conditions: 1100 V, 30 ms, 2 pulse. The miRNA mimics for has-miR-106b-5p, has-miR-106a-5p, and has-miR195-5p (Thermo Fisher Scientific: MC10067, MC10827, MC12567, respectively) were used at 100nM. 72h after transfection, total RNA was extracted using TRIzol® Reagent (Invitrogen, Life Technologies) according to the manufacturer's instructions. The purity and concentration of total RNA were determined by the NanoDrop 1000 spectrophotometer (Thermo Fisher Scientific). The ratios of absorption (260 nm/280 nm) of all samples were between 1.8 and 2.0. cDNA was synthesized from 500 ng of total RNA with random primers using the High Capacity cDNA Reverse Transcriptase Kit (Invitrogen) according to the manufacturer's instructions. Real-time PCR was performed in triplicate using TaqMan® Assays for NSD2, KIF11, PRKCA, TPX2, and ATAD2 (Hs00983720\_m1, Hs00189698\_m1, and Hs00925200\_m1, Hs00201616\_m1, Hs00204205\_m1, respectively) together with the TaqMan Universal PCR Master Mix on an Applied Biosystems 7900 Sequence Detection System. Data were analyzed using the  $2^{-\Delta\Delta C_t}$  method to measure the relative changes in each gene's expression compared with negative control and GAPDH expression.

**Supplementary Figure S1.**  
Boxplot of target expression in NEAT1-KD AMO1, H929, LP1, and KMS27. For AMO1, NCI-H929, LP1 the target expression levels on the y-axis are expressed in log<sub>2</sub>-CPM, while for KMS27 in Transcript Per Million (TPM). Red asterisk indicated significant p-value <0.05

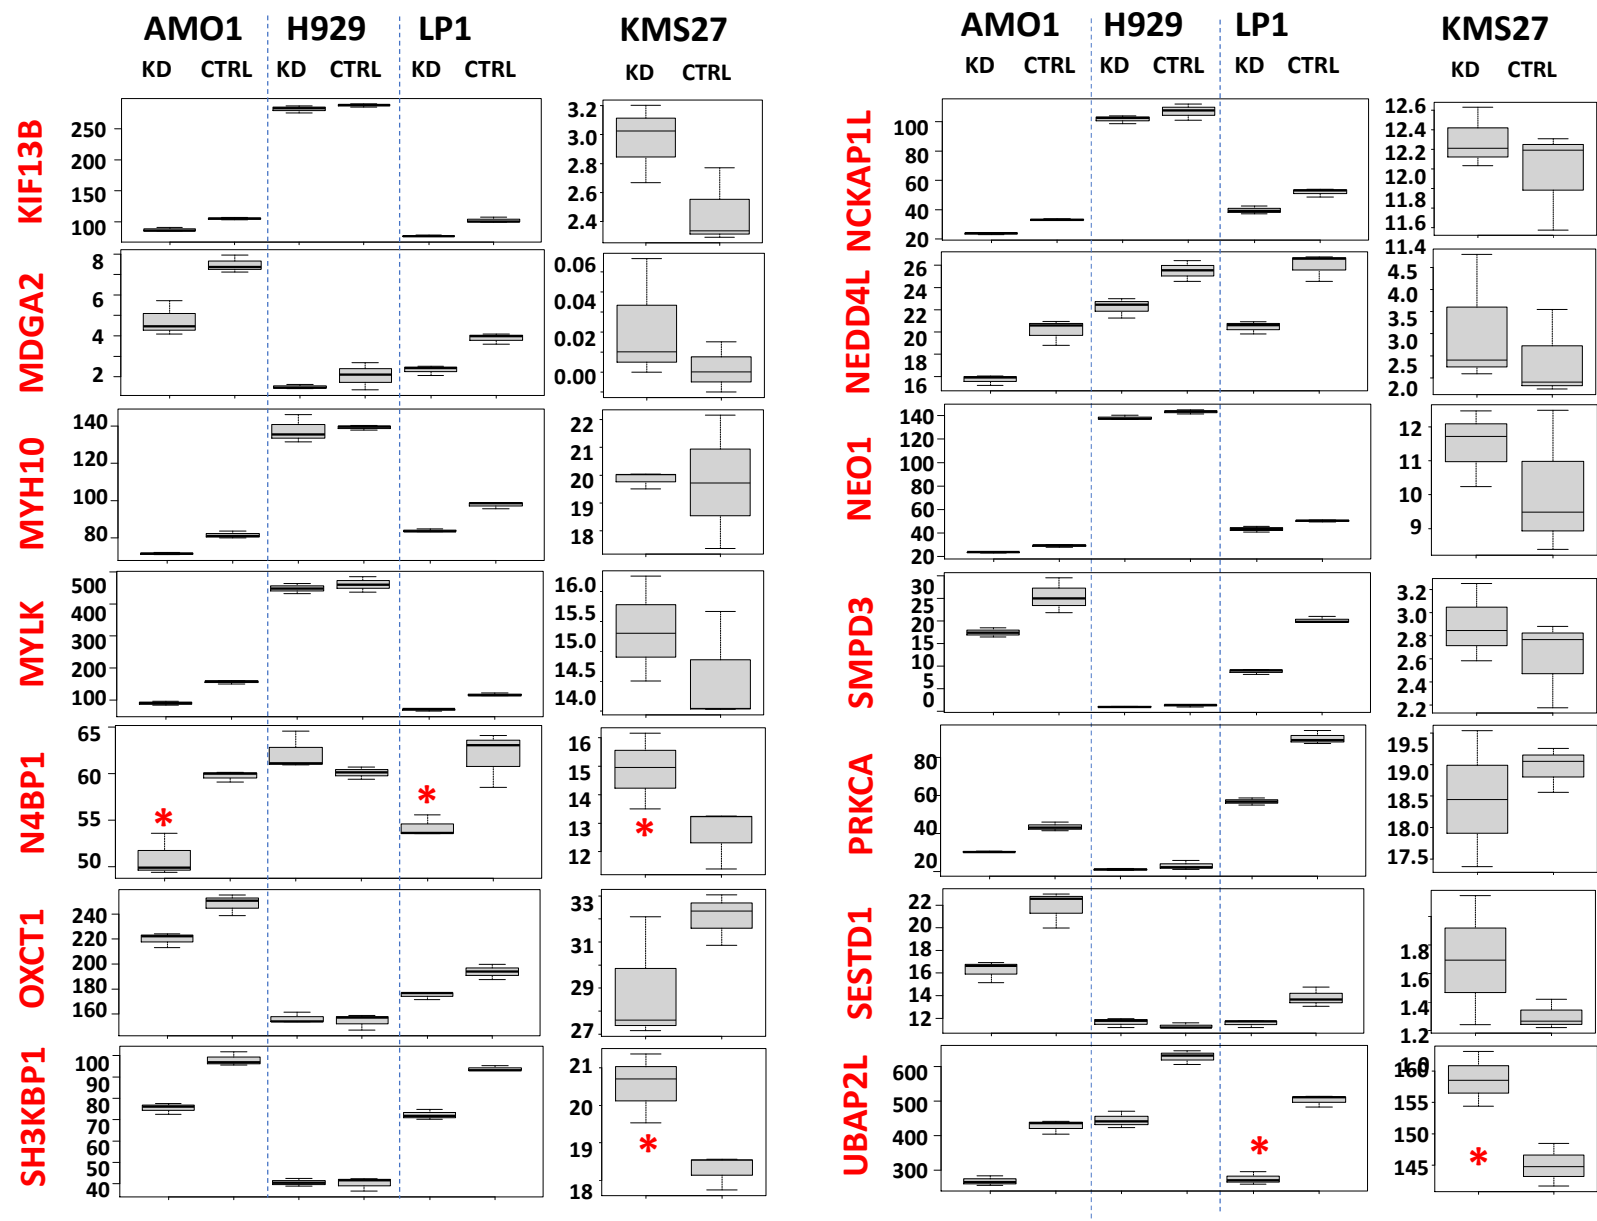

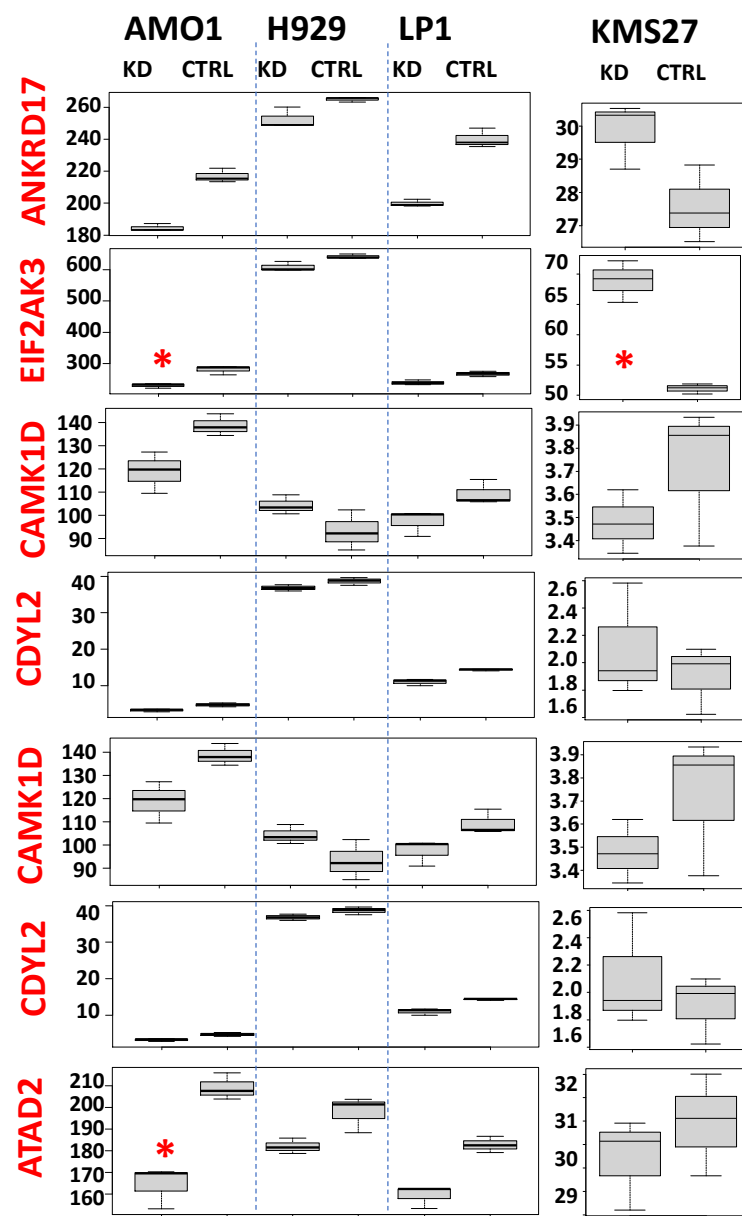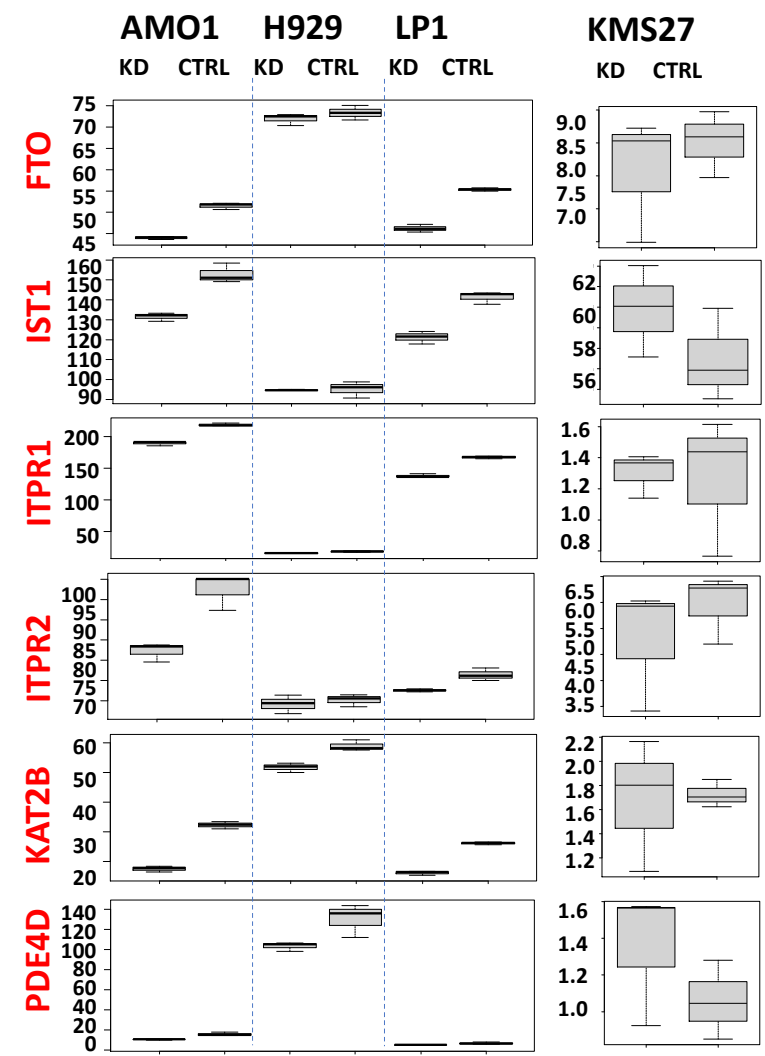

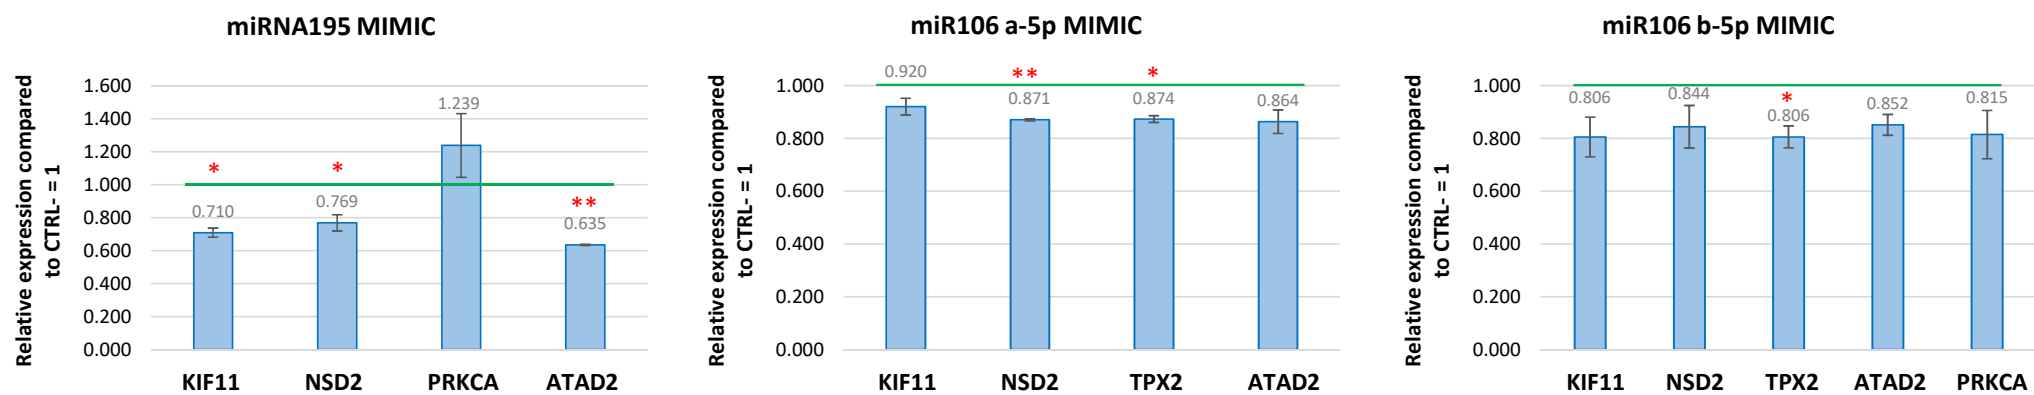

**Supplementary Figure S2.** Quantitative real-time PCR of target genes specific for each miRNA mimic in AMO-1 cells. \* p value <0.05, \*\* p value <0.01

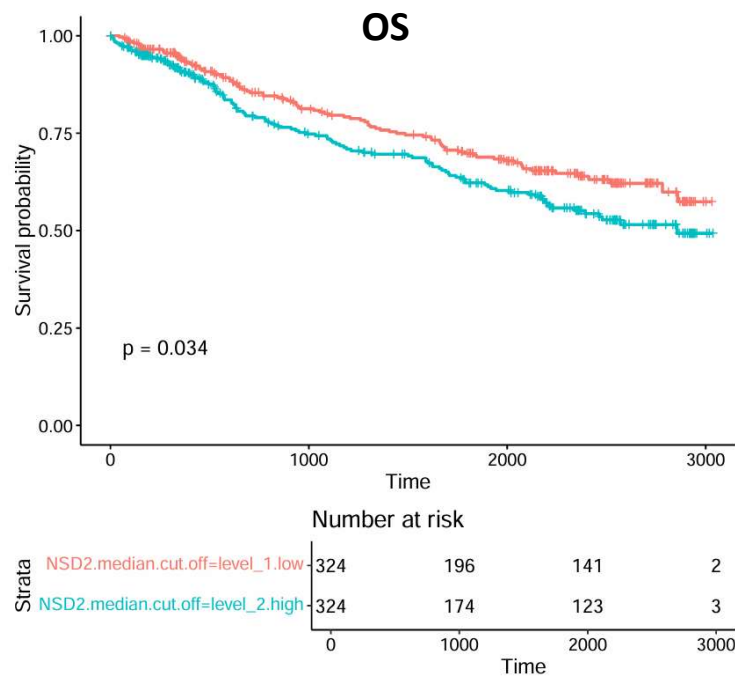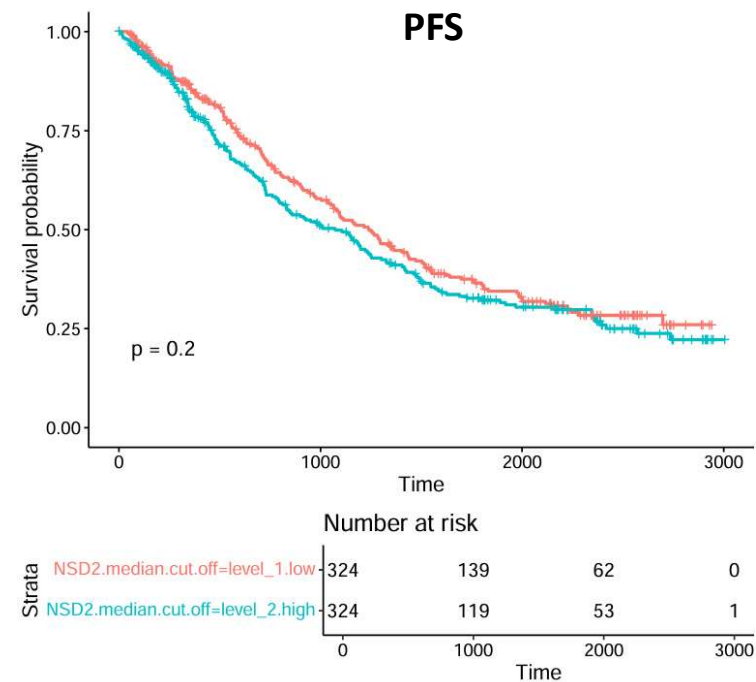

**Supplementary Figure S3.** Kaplan-Meier survival curves in the CoMMpass dataset including the subset of 648 MM not carrying t(4;14) chromosomal translocation. MM cases were stratified in high and low NSD2 expression groups, accordingly to the median expression level across the dataset. Log-rank test p-value measuring the global difference between survival curves and number of samples at risk in each group across time are reported

**Supplementary Table S1:** list of 40 genes and 96 miRNAs potentially involved in the NEAT1-driven ceRNA network; references of studies reporting their involvement in multiple myeloma are reported.

## REFERENCES

1. Dubaj, M. *et al.* Role of Non-Coding RNAs in Diagnosis, Prediction and Prognosis of Multiple Myeloma. *Cancers* **16**, 1033 (2024).
2. Volpin, V. *et al.* CAMK1D Triggers Immune Resistance of Human Tumor Cells Refractory to Anti-PD-L1 Treatment. *Cancer Immunol. Res.* **8**, 1163–1179 (2020).
3. Zhou, L. *et al.* Chk1 Inhibition Potently Blocks STAT3 Tyrosine705 Phosphorylation, DNA-Binding Activity, and Activation of Downstream Targets in Human Multiple Myeloma Cells. *Mol. Cancer Res. MCR* **20**, 456–467 (2022).
4. Gu, C. *et al.* CHEK1 and circCHEK1\_246aa evoke chromosomal instability and induce bone lesion formation in multiple myeloma. *Mol. Cancer* **20**, 84 (2021).
5. Sahin, I. *et al.* Citron Rho-interacting kinase silencing causes cytokinesis failure and reduces tumor growth in multiple myeloma. *Blood Adv.* **3**, 995–1002 (2019).
6. Feng, M. *et al.* Systematic analysis of berberine-induced signaling pathway between miRNA clusters and mRNAs and identification of mir-99a~125b cluster function by seed-targeting inhibitors in multiple myeloma cells. *RNA Biol.* **12**, 82–91 (2015).
7. Dostálová, A. *et al.* Different expression of genes involved in unfolded protein response in multiple myeloma and extramedullary disease patients. *Klin. Onkol. Cas. Ceske Slov. Onkol. Spolecnosti* **38**, 45–51 (2025).
8. Yu, H., Peng, S., Chen, X., Han, S. & Luo, J. Long non-coding RNA NEAT1 serves as a novel biomarker for treatment response and survival profiles via microRNA-125a in multiple myeloma. *J. Clin. Lab. Anal.* **34**, e23399 (2020).
9. Xu, A. *et al.* FTO promotes multiple myeloma progression by posttranscriptional activation of HSF1 in an m6A-YTHDF2-dependent manner. *Mol. Ther. J. Am. Soc. Gene Ther.* **30**, 1104–1118 (2022).
10. Wang, C., Li, L., Li, M., Wang, W. & Jiang, Z. FTO promotes Bortezomib resistance via m6A-dependent destabilization of SOD2 expression in multiple myeloma. *Cancer Gene Ther.* **30**, 622–628 (2023).
11. Jia, Y. *et al.* Super Enhancer-Mediated Upregulation of HJURP Promotes Growth and Survival of t(4;14)-Positive Multiple Myeloma. *Cancer Res.* **82**, 406–418 (2022).
12. Kubickova, L. *et al.* Circulating serum microRNAs as novel diagnostic and prognostic biomarkers for multiple myeloma and monoclonal gammopathy of undetermined significance. *Haematologica* **99**, 511–518 (2014).
13. Du, L. *et al.* SUMOylation inhibition enhances dexamethasone sensitivity in multiple myeloma. *J. Exp. Clin. Cancer Res. CR* **41**, 8 (2022).
14. Rastgoo, N., Pourabdollah, M., Abdi, J., Reece, D. & Chang, H. Dysregulation of EZH2/miR-138 axis contributes to drug resistance in multiple myeloma by downregulating RBPMS. *Leukemia* **32**, 2471–2482 (2018).
15. Yan, X. *et al.* MicroRNA-138 promotes the progression of multiple myeloma through targeting paired PAX5. *Mutat. Res.* **829**, 111869 (2024).
16. Lionetti, M. *et al.* Identification of microRNA expression patterns and definition of a microRNA/mRNA regulatory network in distinct molecular groups of multiple myeloma. *Blood* **114**, e20-26 (2009).
17. Hernández-García, S. *et al.* The kinesin spindle protein inhibitor filanesib enhances the activity of pomalidomide and dexamethasone in multiple myeloma. *Haematologica* **102**, 2113–2124 (2017).
18. Garcia-Saez, I. & Skoufias, D. A. Eg5 targeting agents: From new anti-mitotic based inhibitor discovery to cancer therapy and resistance. *Biochem. Pharmacol.* **184**, 114364 (2021).

19. Mizuhara, K. *et al.* Tumour-derived exosomes promote the induction of monocytic myeloid-derived suppressor cells from peripheral blood mononuclear cells by delivering miR-106a-5p and miR-146a-5p in multiple myeloma. *Br. J. Haematol.* **203**, 426–438 (2023).
20. Bao, Y., Wei, M. & Ji, X. MicroRNA-146b overexpression associates with deteriorated clinical characteristics, increased International Staging System stage, karyotypic chromosome abnormality, and unfavorable prognosis in multiple myeloma patients. *J. Clin. Lab. Anal.* **34**, e23168 (2020).
21. Lang, T. & Nie, Y. MiR-148a participates in the growth of RPMI8226 multiple myeloma cells by regulating CDKN1B. *Biomed. Pharmacother. Biomedecine Pharmacother.* **84**, 1967–1971 (2016).
22. Osei-Amponsa, V. *et al.* hRpn13 shapes the proteome and transcriptome through epigenetic factors HDAC8, PADI4 and transcription factor NF- $\kappa$ B p50. *Mol. Cell* **84**, 522–537.e8 (2024).
23. Zheng, J.-F., Guo, N.-H., Zi, F.-M. & Cheng, J. Long Noncoding RNA H19 Promotes Tumorigenesis of Multiple Myeloma by Activating BRD4 Signaling by Targeting MicroRNA 152-3p. *Mol. Cell. Biol.* **40**, e00382-19 (2020).
24. Xiang, T. *et al.* Identification of four potential predicting miRNA biomarkers for multiple myeloma from published datasets. *PeerJ* **5**, e2831 (2017).
25. Hu, S., Gao, X., Zhu, Y., Shi, F. & Huang, L. PMEPA1 Binds NEDD4L to Inhibit the Malignant Progression of Multiple Myeloma by Inactivating Wnt/ $\beta$ -Catenin Signaling. *Cell Biochem. Biophys.* (2025) doi:10.1007/s12013-025-01674-w.
26. Huang, X. *et al.* NEDD4L binds the proteasome and promotes autophagy and bortezomib sensitivity in multiple myeloma. *Cell Death Dis.* **13**, 197 (2022).
27. Gunnell, A., Kimber, S. T., Houlston, R. & Kaiser, M. NSD2-epigenomic reprogramming and maintenance of plasma cell phenotype in t(4;14) myeloma. *Oncotarget* **16**, 220–229 (2025).
28. Maura, F. & Bergsagel, P. L. Molecular Pathogenesis of Multiple Myeloma: Clinical Implications. *Hematol. Oncol. Clin. North Am.* **38**, 267–279 (2024).
29. Stong, N. *et al.* The location of the t(4;14) translocation breakpoint within the NSD2 gene identifies a subset of patients with high-risk NDMM. *Blood* **141**, 1574–1583 (2023).
30. Papadimitriou, M.-A. *et al.* miRNA-seq and clinical evaluation in multiple myeloma: miR-181a overexpression predicts short-term disease progression and poor post-treatment outcome. *Br. J. Cancer* **126**, 79–90 (2022).
31. Lionetti, M. *et al.* Biological and clinical relevance of miRNA expression signatures in primary plasma cell leukemia. *Clin. Cancer Res. Off. J. Am. Assoc. Cancer Res.* **19**, 3130–3142 (2013).
32. Wang, Q., Shi, Q., Wang, Z., Lu, J. & Hou, J. Integrating plasma proteomes with genome-wide association data for causal protein identification in multiple myeloma. *BMC Med.* **21**, 377 (2023).
33. Podar, K. *et al.* Vascular Endothelial Growth Factor-induced Migration of Multiple Myeloma Cells Is Associated with  $\beta$ 1 Integrin- and Phosphatidylinositol 3-Kinase-dependent PKC $\alpha$  Activation\*. *J. Biol. Chem.* **277**, 7875–7881 (2002).
34. Weiss, C. *et al.* Differential downregulation of telomerase activity by bortezomib in multiple myeloma cells-multiple regulatory pathways in vitro and ex vivo. *Br. J. Cancer* **107**, 1844–1852 (2012).
35. Bao, J. *et al.* N6-methyladenosine-induced miR-182-5p promotes multiple myeloma tumorigenesis by regulating CAMK2N1. *Mol. Cell. Biochem.* **479**, 3077–3089 (2024).
36. Wu, Y. *et al.* miR-182 contributes to cell adhesion-mediated drug resistance in multiple myeloma via targeting PDCD4. *Pathol. Res. Pract.* **215**, 152603 (2019).
37. Sun, Y.-Y. *et al.* Effects of miR-32 targeting PTEN on proliferation and apoptosis of myeloma cells. *Eur. Rev. Med. Pharmacol. Sci.* **24**, 3509–3516 (2020).
38. Fu, C., Wang, J., Hu, M. & Zhou, W. Circ\_0005615 contributes to the progression and Bortezomib resistance of multiple myeloma by sponging miR-185-5p and upregulating IRF4. *Anticancer. Drugs* **33**, 893–902 (2022).
39. Puccio, N. *et al.* Combinatorial strategies targeting NEAT1 and AURKA as new potential therapeutic options for multiple myeloma. *Haematologica* **109**, 4040–4055 (2024).
40. Evans, R. *et al.* Aurora A kinase RNAi and small molecule inhibition of Aurora kinases with VE-465 induce apoptotic death in multiple myeloma cells. *Leuk. Lymphoma* **49**, 559–569 (2008).
41. Park, S.-S. *et al.* Predictive impact of circulating microRNA-193a-5p on early relapse after autologous stem cell transplantation in patients with multiple myeloma. *Br. J. Haematol.* **189**, 518–523 (2020).

42. Wu, Y. & Wang, H. LncRNA NEAT1 promotes dexamethasone resistance in multiple myeloma by targeting miR-193a/MCL1 pathway. *J. Biochem. Mol. Toxicol.* **32**, (2018).
43. Algarín, E. M. *et al.* Stroma-Mediated Resistance to S63845 and Venetoclax through MCL-1 and BCL-2 Expression Changes Induced by miR-193b-3p and miR-21-5p Dysregulation in Multiple Myeloma. *Cells* **10**, 559 (2021).
44. Leotta, M. *et al.* A p53-dependent tumor suppressor network is induced by selective miR-125a-5p inhibition in multiple myeloma cells. *J. Cell. Physiol.* **229**, 2106–2116 (2014).
45. Moura, S. R. *et al.* Circulating microRNAs Correlate with Multiple Myeloma and Skeletal Osteolytic Lesions. *Cancers* **13**, 5258 (2021).
46. Yu, M. *et al.* Exosomal circ-CACNG2 promotes cardiomyocyte apoptosis in multiple myeloma via modulating miR-197-3p/caspase3 axis. *Exp. Cell Res.* **417**, 113229 (2022).
47. Liu, Y. *et al.* MiR-197-3p reduces bortezomib resistance in multiple myeloma by inhibiting IL-6 expression in a MEAF6-dependent manner. *Leuk. Res.* **114**, 106785 (2022).
48. Yang, Y. *et al.* miR-137 and miR-197 Induce Apoptosis and Suppress Tumorigenicity by Targeting MCL-1 in Multiple Myeloma. *Clin. Cancer Res. Off. J. Am. Assoc. Cancer Res.* **21**, 2399–2411 (2015).
49. Gupta, N., Kumar, R. & Sharma, A. Inhibition of miR-144/199 promote myeloma pathogenesis via upregulation of versican and FAK/STAT3 signaling. *Mol. Cell. Biochem.* **476**, 2551–2559 (2021).
50. Ding, T., Deng, R. & Huang, T. Long non-coding RNA T cell factor 7 is associated with increased disease risk and poor prognosis, and promotes cell proliferation, attenuates cell apoptosis and miR-200c expression in multiple myeloma. *Oncol. Lett.* **21**, 129 (2021).
51. Handa, H., Murakami, Y., Ishihara, R., Kimura-Masuda, K. & Masuda, Y. The Role and Function of microRNA in the Pathogenesis of Multiple Myeloma. *Cancers* **11**, 1738 (2019).
52. Caracciolo, D. *et al.* miR-22 suppresses DNA ligase III addiction in multiple myeloma. *Leukemia* **33**, 487–498 (2019).
53. Łuczowska, K. *et al.* microRNAs as the biomarkers of chemotherapy-induced peripheral neuropathy in patients with multiple myeloma. *Leuk. Lymphoma* **62**, 2768–2776 (2021).
54. Fulciniti, M. *et al.* miR-23b/SP1/c-myc forms a feed-forward loop supporting multiple myeloma cell growth. *Blood Cancer J.* **6**, e380 (2016).
55. Vlachová, M. *et al.* Involvement of Small Non-Coding RNA and Cell Antigens in Pathogenesis of Extramedullary Multiple Myeloma. *Int. J. Mol. Sci.* **23**, 14765 (2022).
56. Jia, C.-M., Tian, Y.-Y., Quan, L.-N., Jiang, L. & Liu, A.-C. miR-26b-5p suppresses proliferation and promotes apoptosis in multiple myeloma cells by targeting JAG1. *Pathol. Res. Pract.* **214**, 1388–1394 (2018).
57. Wei, X. *et al.* Multiple myeloma-derived miR-27b-3p facilitates tumour progression via promoting tumour cell proliferation and immunosuppressive microenvironment. *Clin. Transl. Med.* **13**, e1140 (2023).
58. Li, Z., Wong, K. Y., Chan, G. C.-F. & Chim, C. S. Epigenetic silencing of LPP/miR-28 in multiple myeloma. *J. Clin. Pathol.* **71**, 253–258 (2018).
59. Zhang, H. *et al.* Hypoxic Bone Marrow Stromal Cells Secrete miR-140-5p and miR-28-3p That Target SPRED1 to Confer Drug Resistance in Multiple Myeloma. *Cancer Res.* **84**, 39–55 (2024).
60. Xie, L. *et al.* Significance of a tumor microenvironment-mediated P65-miR-30a-5p-BCL2L11 amplification loop in multiple myeloma. *Exp. Cell Res.* **415**, 113113 (2022).
61. Alzrigat, M. & Jernberg-Wiklund, H. The miR-125a and miR-320c are potential tumor suppressor microRNAs epigenetically silenced by the polycomb repressive complex 2 in multiple myeloma. *RNA Dis. Houston Tex* **4**, e1529 (2017).
62. Li, Y., Wang, L., Zhang, N. & Xu, Y. CircKCNQ5 controls proliferation, migration, invasion, apoptosis, and glycolysis of multiple myeloma cells by modulating miR-335-5p/BRD4 axis. *Histol. Histopathol.* **38**, 525–536 (2023).
63. Rio-Machin, A. *et al.* Downregulation of specific miRNAs in hyperdiploid multiple myeloma mimics the oncogenic effect of IgH translocations occurring in the non-hyperdiploid subtype. *Leukemia* **27**, 925–931 (2013).
64. Gao, L. *et al.* Metformin Inhibits Multiple Myeloma Serum-induced Endothelial Cell Thrombosis by Down-Regulating miR-532. *Ann. Vasc. Surg.* **85**, 347-357.e2 (2022).

65. Xu, K. *et al.* MicroRNA-532 exerts oncogenic functions in t(4;14) multiple myeloma by targeting CAMK2N1. *Hum. Cell* **32**, 529–539 (2019).
66. Ren, D., Cai, Y. & Xu, G. Potential of microRNA expression profile in predicting renal impairment risk in multiple myeloma patients. *Transl. Cancer Res.* **9**, 1495–1505 (2020).

**Supplementary Table S2.** List of 78 gene sets found by enrichment analyses of 40 targets with EnrichR; gene sets involved in Rho GTPase signaling, cell cycle, and signaling are grouped together; targets validated in gene expression database by our analyses are marked in bold.

---

How the deposited data were processed for this re-analysis (not part of the article)

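RNA-seq was analysed in 18 libraries from 3 myeloma cell lines, labelled AMO1, H929 and LP1, with 3 libraries labelled gN1E and 3 labelled SCR in each line. The authors deposited raw counts per gene, made with STAR 2.7.10a on hg38 and featureCounts 1.6.4 on GENCODE release 43, counting read pairs by strand and without normalization. Each table lists 62703 genes and no line that names no gene. Symbols came from a table of gene names that matched 62686 of the identifiers. The libraries were grouped by their sample labels. The names inside the deposited tables exchange SCR with gN1E in each line and H929 with LP1, so each library is called by its label.

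The depth, as total counts per library, ran from 28061606 to 69937229. With 3 libraries per label, a two-sided exact permutation test cannot give a p under 0.1. Log2 fold changes and adjusted p-values came from edgeR 4.0.16 (TMM normalization, robust quasi-likelihood fit, Benjamini-Hochberg adjustment, threshold 0.05) in R 4.3.3, fitted for each line on genes with at least 10 reads in at least 1 of its 6 libraries. CPM values were computed from the deposited counts with TMM-scaled library sizes, except that the levels of V segments and those set against AMO1 levels used total counts. Differences between lines were tested as an interaction in a joint fit of the 18 libraries. Gene lists were tested with camera (preset correlation 0.01) and fry of limma 3.58.1, and against 10000 random lists matched on mean expression and genomic span. The cell cycle lists were those of Seurat 5.3.0. The trend with genomic span was Spearman's correlation across genes with a mean CPM of at least 1.

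The genes named are NEAT1, MALAT1, the 40 targets and, in each line, the 5 largest rises and the 5 largest falls among genes past the threshold with an average log2 CPM of at least 2, a symbol and no overlap between the labels. Genes outside this rule are named only where stated. Alternatives were limma-voom, DESeq2 1.42.0, RLE size factors, library size only, other filters, the replicate letter as a block, an offset for genomic span, a joint fit, the adjusted p of 0.1 with a 1.5-fold change, and each library left out in turn. These alternatives, the model fits and the naming rule were fixed before the data were examined. Thinning the counts to one total was added after seeing the data, as were the tests of other splits between lines and for gene lists, of a weaker knock-down, of alike lines, of library size and of the share of targets with a match. Replicate letters were checked by the correlation of the deviations of libraries with the same letter. It was 0.372, 0.351 and 0.19 in AMO1, which pairs those libraries, and not above 0.1 for every letter in the lines labelled H929 and LP1.

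The fit was tested on simulated data with 200 changed genes. For AMO1 it recovered 99.5% of them over 22117 genes, and 5.24% of the calls were false. For the libraries labelled H929 it recovered 99% over 22806 genes with 6.16% false calls. For those labelled LP1 it recovered 99.5% over 22387 genes with 4.78% false calls. The larger planted changes had a median estimated size of 0.976 on the log2 scale in AMO1, 1.01 in H929 and 0.995 in LP1. The median log2 fold changes of the 40 targets were 0.34, 0.26 and 0.074. Recovery was not measured apart for changes that small. The recovered shares therefore do not show how many such changes the fit would miss. Stretches of 11 bases of NEAT1 were scored by the log2 fold changes of the genes that carry them, with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and pysam 0.24.0, on the transcribed strand of the genes of GENCODE release 44. Figures were drawn with matplotlib 3.10.9. The NEAT1-OVX, KMS27, CoMMpass, patient array and mimic data were not used here. 1 further comparison with a level in the paper's figures is not reported here.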

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

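The tests of other splits of the libraries of AMO1 and LP1 and of a weaker knock-down were chosen only after the result was seen, the splits of H929 and LP1 were redrawn after a first draw was seen, and those that keep 1 line as labelled were set apart after their counts were seen.

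In the joint fit of 18 libraries, 196 of the 26436 genes had an effect that differed between AMO1 and the libraries labelled LP1 (edgeR's quasi-likelihood test of the interaction with Benjamini-Hochberg adjustment, adjusted p under 0.05), 160 of them with the higher value in AMO1. The count was 169 with limma-voom and 234 with the replicate block within each line. Of the 100 splits of the libraries, 5 gave as many genes, the real one included. Those that regroup LP1 alone keep the changes of AMO1 and gave 113 to 259 genes, and those that regroup AMO1 alone remove its changes and gave at most 14, so the count rests on the changes of AMO1. Of the 81 that regroup both lines, 2 gave as many, up to 681, both with SCR A, SCR D and gN1E A of AMO1 against the rest, and the 27 that part all 3 AMO1 pairs gave at most 1. As the outcome follows from whether AMO1 is regrouped, these counts cannot test a chance split of the libraries labelled LP1. Other values argue against such a chance split. Among the splits of LP1 on its own, the real one called 332 genes and each of the others 0 or 1. The real split also shared 63 genes higher under gN1E with AMO1, where 2.3 were expected, and 1 such gene was called in the opposite direction. A weaker knock-down in the libraries labelled LP1 is a candidate explanation. The difference in NEAT1 was 0.54 on the log2 scale (standard error 0.18, adjusted p = 0.278 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and had an adjusted p = 0.00179 in that test with the replicate block, with a range of 0.00179 to 0.146 over the alternatives. These p-values are adjusted over all genes tested, although the question concerns NEAT1 alone. They therefore cannot decide whether the knock-down was weaker. Cleavage of other transcripts at partial matches to a NEAT1 site may also contribute, since 69.0% of 158 such genes (109) carry a match of at least 11 bases, against 59 (95% of lists from 49 to 70) in lists of like span and expression (permutation test over 10000 lists, p = 0.0001, the smallest they can give). The stretch was chosen by the fold changes of AMO1, which raises this share, and it also had the highest score of 21811 stretches in the libraries labelled LP1. A biological difference between the cell lines stays open and was not tested apart from these.

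Between the libraries labelled H929 and LP1, 231 genes differed in the same test, 195 of them with the higher value in H929, with 186 in limma-voom and 361 with the replicate block. Of the 100 splits, 5 gave as many genes, the real one included. Those that regroup LP1 alone keep the changes of H929 and gave 182 to 338 genes, and those that regroup H929 alone gave at most 3. The 81 that regroup both lines gave at most 1. As the outcome follows from whether H929 is regrouped, these counts cannot test a chance split of the libraries labelled LP1 either. The 332 genes called by the real split of LP1 on its own, against 0 or 1 by each other split, argue against it. The real split also shared 89 genes higher under gN1E with H929, where 5.97 were expected, and 2 such genes were called in the opposite direction. A weaker knock-down in the libraries labelled LP1 is a candidate explanation here too. The difference in NEAT1 was 0.636 on the log2 scale (standard error 0.182, adjusted p = 0.197 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with an adjusted p from 0.000284 (replicate block) to 0.0594 (limma-voom) under the alternatives. Here too the p-values are adjusted over all genes tested, so they cannot decide whether the knock-down was weaker. The line names are themselves in doubt for these libraries, and a biological difference between the lines stays open and untested.

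Outside the 40 targets and NEAT1, 59 genes fell with NEAT1 in all 3 lines, each with an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the paper does not discuss them. The count depends on the LP1 calls, where 152 genes were higher under gN1E, 53 without SCR B and 289 without SCR D. At the adjusted p of 0.1 with a 1.5-fold change, AMO1 and LP1 shared 12 higher genes, against 63. The score of the NEAT1 stretch that marks the AMO1 changes was 10.45 in the libraries labelled LP1, the highest of 21811 stretches, so cleavage at partial matches is a candidate explanation for such genes. The libraries labelled H929 may hold AMO1 RNA, with 59.1% or more of the AMO1 level of IGHV3-23, so the 3 lines are not 3 independent repeats. An effect of the loss of NEAT1 itself stays open.

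In the opposite direction, 6 genes rose as NEAT1 fell in all 3 lines. They are LMNA, TTN, IRF7, CASP1, FDXR and CXCR3, named after their values were seen. Their log2 fold changes by label lay between -0.25 for LMNA in H929 and -1.03 for CASP1 in LP1. For them too, the AMO1 and H929 labels are not independent (59.1%), and other technical explanations were not tested, so a biological one stays a hypothesis. The count of 6 also depends on the LP1 calls, where 180 genes were lower under gN1E, 34 without SCR B and 491 without SCR D. At the adjusted p of 0.1 with a 1.5-fold change, AMO1 and LP1 shared 1 lower gene, against 7.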

How the results depend on the processing

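Thinning the counts to one total was chosen only after the result was seen.

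NEAT1 kept its direction in all 3 lines under all alternatives. In LP1 its log2 fold change ran from 2.00 to 2.25 with 1 library left out, and its adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.176 without SCR B, within a range of 0.00276 to 0.176 over the fits that left out 1 library. Under the other alternatives it lay between 3.69e-26 and 0.0283.

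For AMO1, the 473 genes (377 higher, 96 lower) became 1394 (776 and 618) with the replicate block, 1234 (742 and 492) with the block and the span offset, 808 (382 lower) with no filter and 176 (129 and 47) at the adjusted p of 0.1 with a 1.5-fold change. The lower genes were 47 with limma-voom, 163 with DESeq2, 295 with library size only and 189 in the joint fit. With 1 library left out, the total ran from 254 to 606, higher genes from 235 to 360 and lower genes from 19 to 246. The targets called, 35, were 40 with the replicate block, 39 with DESeq2 and in the joint fit, 22 with the span offset, 6 at the 1.5-fold change and 20 to 32 with 1 library left out. MALAT1 changed sign with the span offset (0.037), with the block and span offset (0.040) and without SCR D (0.041), from -0.079 to 0.041 over fits that left out 1 library.

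For H929, the 1286 genes (870 higher, 416 lower) became 369 (222 and 147) at the 1.5-fold change. Library size only gave 556 higher and 743 lower genes, the joint fit 241 lower genes. With 1 library left out, the total ran from 701 (without gN1E B) to 1272, with 709 without SCR A, higher genes from 529 to 862 and lower genes from 165 to 410. The targets called, 32, were 9 at the 1.5-fold change and 25 to 30 with 1 library left out. DLG3 changed sign with library size only (-0.0037). The targets in the direction of NEAT1, 40, were 39 with library size only, with the span offset and with the block and span offset.

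For LP1, the 332 genes (152 higher, 180 lower) became 512 (288 lower) with DESeq2, 700 (256 and 444) with no filter and 102 (47 and 55) at the 1.5-fold change. Library size only gave 229 higher genes. With 1 library left out, the total was 123 without SCR A, 87 without SCR B, 780 without SCR D, 143 without gN1E A, 176 without gN1E B and 202 without gN1E D, with higher genes from 53 to 289 and lower genes from 34 to 491. The 2 targets called were 5 with DESeq2 and with library size only, 0 at the 1.5-fold change (11 at an unadjusted p under 0.05) and 2 to 4 with 1 library left out. The span trend across genes was 0.21 at a mean CPM of 10, against 0.089.

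The replicate letters do not pair the libraries of H929 (correlations of -0.142, -0.0781 and -0.212) or LP1 (0.311, -0.0834 and -0.153). The replicate block gave 931 genes (244 lower) in H929 and 243 in LP1. With the span offset it gave 576 higher genes and 21 targets in H929, and 165 genes (72 and 93) in LP1. In AMO1 the block moved no other count by over 1.5 times and changed no call of a gene list.

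The cell cycle lists kept their medians but not their calls with an estimated correlation or fry: 0.081 and 0.13 in AMO1 (G2/M and S phase), 0.069 in H929 (S phase), and -0.062 and 0.071 in LP1, with adjusted p-values from limma of 0.352, and of 0.202 to 0.238 under fry. The 40 targets in LP1 (0.074) had p = 0.076 with an estimated correlation, 0.0481 with the replicate block as well, and under fry p = 0.0124, and 0.0509 without gN1E D. With 1 library left out, the S phase median ran from 0.041 (without SCR A) to 0.103 (without gN1E C) in H929 and up to 0.109 (without gN1E D) in LP1, and the LP1 G2/M median up to -0.036 (without gN1E D). The H929 G2/M list passed with the span offset (0.028, adjusted p = 0.025 from limma's camera, within a range of 0.0061 to 0.848 over all alternatives), without SCR B (adjusted p = 0.0292), without SCR C (0.0178) and without gN1E C (0.0061), and ran from -0.0074 to 0.040 with 1 library left out, with a changed sign without SCR A (-0.0074) and gN1E B (-5e-05).

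Between lines, H929 against LP1 gave 361 genes with the replicate block. At the 1.5-fold change, the genes called in pairs of lines were 104, 13 and 19, against 363, 70 and 116, and the targets called in at least 1 line were 9, against 36. Those called in at least 1 of H929 and LP1, 32, were 9 at the 1.5-fold change and 21 with the replicate block and span offset. The cause was not tested for any of these changes, apart from the fewer libraries when 1 is left out and the stricter threshold at the 1.5-fold change.

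Over the values for single genes and summaries in AMO1, 69 of 306 were weaker, 1 stronger and 1 reversed with 1 library left out, and 74 of 601 were weaker, 18 stronger and 2 reversed under the other alternatives. For H929, 18 of 294 were weaker and 2 stronger, and 51 of 577 weaker, 8 stronger and 1 reversed. For LP1, 12 of 120 were weaker and 4 stronger, and 9 of 229 weaker and 13 stronger. Single targets of LP1 were followed only where they passed the threshold over the list alone or were the lowest or highest, a choice made after values near 0 had been seen to change sign.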

Differences from the paper's values

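None of the tests in this part was chosen after the result was seen, while the paper's values for targets and levels were set beside these after the data had been examined, and the count over the libraries labelled H929 and LP1 was taken after the counts by line were seen.

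The paper reports 13 of the 40 targets as significant in at least one cell line, where it tests the targets chosen in AMO1 in NCI-H929, LP1 and KMS27. Here 32 of the 40 were significant under at least one of the H929 and LP1 labels. All 32 were so under the H929 label and 2 under the LP1 label. The libraries labelled H929 may hold RNA of AMO1, where the targets were chosen, so the 32 are not an independent count. KMS27 was not analysed here, so the counts do not cover the same lines. Among the alternatives set before the data were examined, the adjusted p under 0.1 with a 1.5-fold change gave 9, which is within 1.5 times the paper's count. The others did not, with 21 to 35 targets.

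The legend of Figure S1 gives the axis as log2-CPM, while 12 levels of targets in AMO1 read by eye from Fig. 2 lie within 1.5 times of the values here on the linear CPM scale. The caption of Fig. 2 gives no unit, so these levels do not test the axis of Figure S1.

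The paper presents NEAT1 as lowered by g#N1_E, and NEAT1 was higher in the libraries labelled gN1E in all 3 lines. The figures show 23 targets clearly apart between NCI-H929 and LP1, and 23 of them had the opposite order by label, with library size only as well. In Fig. 2 and Figure S1 the paper marks CIT, EFR3B, KIF11, UNC13B, N4BP1 and UBAP2L, among others, as changed in LP1. By label, UBAP2L alone of these passed the threshold in LP1, while UNC13B did so with DESeq2, with library size only and without SCR D, and no setting called CIT, EFR3B, KIF11 or N4BP1 there. These 6 passed it in the libraries labelled H929, N4BP1 with an adjusted p of 0.0413 from edgeR's quasi-likelihood test. N4BP1 also passed with DESeq2, but not with limma-voom, library size only, the replicate block or the span offset. Its adjusted p from edgeR's quasi-likelihood test rose to as much as 0.175 with 1 library left out. The paper states that cell cycle sets fall with NEAT1 in LP1. Of the 2 cell cycle lists in the libraries labelled LP1, the S phase list moved with NEAT1 by 0.071 and the G2/M list against it by -0.062 on the log2 scale. Neither list had an adjusted p under 0.05 with an estimated correlation (0.352 for both, from limma's camera) or under fry (0.238 and 0.202). The difference for G2/M depends on the label of the line, which is in doubt. In the libraries labelled H929, the S phase list moved with NEAT1 by 0.069 (adjusted p = 6.98e-06 from limma's camera). The G2/M list moved by 0.015 there (adjusted p = 0.0967 from limma's camera). With an estimated correlation or under fry, neither was under 0.05 there.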

Other observations

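The tests of alike lines, of the share of targets with a match, of library size and of other splits for the gene lists were chosen only after the result was seen.

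NEAT1 was higher in all libraries labelled gN1E than in all labelled SCR in 3 of the 3 lines, and 23 of the 23 targets had the opposite order between the lines from the figures. An exchange of the SCR and gN1E labels, and of the H929 and LP1 labels, may explain both. The names in the deposited tables make the same exchanges. Beside the paper's 407 lower and 108 higher genes after silencing in AMO1, 377 were higher and 96 lower in the libraries labelled gN1E, and all 40 targets, which the paper gives as lowered, were higher there.

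The libraries labelled H929 may be a mixture with AMO1 RNA. The leading heavy chain V segment of AMO1, IGHV3-23, had at least 59.1% of its AMO1 mean in each of the 6 libraries, and the leading light chain V segment, IGKV3-20, at least 54.6%. In those labelled LP1, IGHV3-23 had 0 counts and IGKV3-20 at most 7. The same libraries hold IGHV3-30 at 228 CPM and IGLV3-21 at 1143 CPM, which AMO1 almost lacks. Of 7759 genes expressed in AMO1, 0 lay under 0.1 of their AMO1 level in the libraries labelled H929, and 240 did in LP1. These counts cannot tell a mixture from 2 alike lines that share no RNA, since alike lines would also leave few such genes. In the other direction, 41 of 7819 genes expressed in the libraries labelled H929 lay under 0.1 of that level in AMO1. A mixture would give such an imbalance. The V segments argue against 2 alike lines that share no RNA. IGHV3-23 averaged 1624 CPM in the libraries labelled H929 against 1826 CPM in AMO1, and IGKV3-20 1345 against 1605 CPM. Lines that share no RNA would both have to use these leading segments, with IGHV3-30 and IGLV3-21 beside them in only 1. No biological explanation was tested.

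Long genes fell with NEAT1, with a Spearman correlation across genes between log2 fold change and span of 0.235 in AMO1, 0.117 in H929 and 0.089 in LP1, where genes are not independent replicates. With exon length in place of span it was 0.164, 0.105 and 0.116, so in LP1 it exceeded that with span. Over single pairs of libraries, the trend ran from -0.006 to 0.258 in AMO1, 0.046 to 0.179 in H929 and -0.049 to 0.134 in LP1. A candidate explanation is that the gapmeR cuts other transcripts at partial matches to a NEAT1 site. The stretch TTGTGGTCACT, in the segment ACCTTTTGTGGTCACTGTAAA on chromosome 11 of hg38 from 65425848 to 65425868, had the highest score of 21769 stretches of NEAT1 in AMO1 (15.7). In the libraries labelled LP1, which had no part in choosing it, it again ranked 1 of 21811 (10.45). In those labelled H929 it ranked 2 of 21814 (16.15). The share of genes called with NEAT1 went from 0.375% with a longest match of 9 bases or fewer to 46.2% with 14 or more in AMO1, where the stretch was chosen and the median span of these classes rose from 11.9 to 147 kb. Under the LP1 label it went from 0.474% to 12.6% with 13 bases and 10.4% with 14 or more. Against gene length alone, genes with a match in LP1 kept a median log2 fold change of 0.013 after that of genes of like span and expression was removed, where 95% of permutations lay between -0.004 and 0.004 (permutation test over 2313 genes with a match, p = 0.0001, the smallest that 10000 permutations can give). Against sequence content on either strand, the stretch ranked 21458 of 21742 on the opposite strand in the libraries labelled LP1. On that strand it ranked 15811 of 21700 in AMO1 and 9059 of 21754 in those labelled H929. The paper's text does not give the sequence of the gapmeR, so this stays a hypothesis.

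For the 40 targets, gene length is argued against by the 0.03% of 10000 lists matched on span and expression with as high a median in the libraries labelled LP1. Cleavage at partial matches could account for part of their fall, since 30 of the 40 carry a match, against 18 (13 to 24) in matched lists. Both the stretch and the targets were chosen on AMO1, which raises this share, and the stretch also ranks 1 in the libraries labelled LP1. It cannot be told apart from an effect through NEAT1 for the 10 targets without a match. Their median log2 fold change was 0.24 in AMO1, where the targets were chosen, above the 0.096 that bounds 95% of lists. In LP1, where they were not, it was 0.045, within the 0.053 that bounds 95% of lists there (permutation test over 10000 lists, one-sided p = 0.04), with 7 of the 10 in the direction of NEAT1. In the libraries labelled H929, which may hold AMO1 RNA, their median was 0.184, above the 0.093 that bounds 95% of lists. There, 10 of the 10 had the direction of NEAT1.

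A difference in library size between the labels of AMO1 is argued against by the 402 of the 473 genes that were also called after thinning to one total. Of the 10 splits of the 6 libraries of a line, 1 gave as many genes in AMO1, 1 in H929 and 1 in LP1, the real one, and 10 splits cannot give a share under 0.05. In AMO1 the split of SCR A, SCR D and gN1E A against the others gave 302 genes, and the splits that part all 3 pairs gave 0, 1 and 0. For the 40 targets as a set, which were chosen on AMO1, 1 split in each line gave as small a p. For the G2/M list this held for 2 splits in AMO1, 5 in H929 and 2 in LP1, and for the S phase list for 1 in AMO1, 3 in H929 and 4 in LP1, so these list results cannot be told apart from a chance split.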
